# NF-κB signaling driven by oncogenic Ras contributes to tumorigenesis in a *Drosophila* carcinoma model

**DOI:** 10.1371/journal.pbio.3002663

**Published:** 2025-04-28

**Authors:** Caroline Dillard, José Teles-Reis, Ashish Jain, Marina Gonçalves Antunes, Paula Ruiz-Duran, Yanyan Qi, Roland Le Borgne, Heinrich Jasper, Tor Erik Rusten

## Abstract

Cancer-driving mutations synergize with inflammatory stress signaling pathways during carcinogenesis. *Drosophila melanogaster* tumor models are increasingly recognized as models to inform conserved molecular mechanisms of tumorigenesis with both local and systemic effects of cancer. Although initial discoveries of the Toll-NFκB signaling pathway in development and immunity were pioneered in *Drosophila*, limited information is available for its role in cancer progression. Using a well-studied cooperative Ras^V12^-driven epithelial-derived tumor model, we here describe functions of Toll-NF-κB signaling in malignant *Ras*^*V12*^*, scrib*^*-*^ tumors. The extracellular Toll pathway components ModSP and PGRP-SA and intracellular signaling Kinase, Pelle/IRAK, are rate-limiting for tumor growth. The Toll pathway NFκB protein Dorsal as well as *cactus/I*κΒ show elevated expression in tumors with highest expression in invasive cell populations. Oncogenic Ras^V12^, and not loss of *scribble,* confers increased expression and heterogenous distribution of two Dorsal isoforms, DorsalA and DorsalB, in different tumor cell populations. Mechanistic analyses demonstrates that Dorsal, in concert with the BTB-transcription factor Chinmo, drives growth and malignancy by suppressing differentiation, counteracting apoptosis, and promoting invasion of *Ras*^*V12*^*, scrib*^*-*^ tumors.

## Abstract 2

Cancer-driving mutations cooperate with inflammatory cues in cancer progression, but exactly how remains unclear. This study unveils how oncogenic Ras engages inflammation to promote tumor progression in Drosophila melanogaster, showing that activated Toll-NFκB signaling plays an important role in malignant progression and invasion.

## Introduction

Inflammation, defined as the body’s response to harmful external inputs, is a hallmark of cancer [1]. This response is mediated by four major inflammatory pathways: the MAPK, PI3K-AKT, JAK-STAT, and NF-κB (canonical and non-canonical) signaling pathways, which integrate intra- and extracellular alarms and trigger cellular responses [2]. NF-κB activation has been observed in many cancers [3,4] and correlates with a poor prognosis in breast and non-small cell lung cancer [5,6]. NF-κB functions appear cancer-relevant, as a significant body of in vitro studies reports its involvement in cellular processes such as invasion [7–9], proliferation [10,11], stemness [12], survival [10–12], cell competition [13–15], and chemoresistance [12,16–18]. Similarly, a limited number of human cancer xenograft studies demonstrated a positive effect of NF-κB on cancer proliferation [11], survival [11], and metastatic behavior [8,9].

Despite several attempts, pharmaceutical targeting of NF-κB in cancer has proven ineffective due to toxicity resulting from its essential role in regulating cellular and innate immunity at the organismal level [19,20]. Therefore, understanding both the upstream and downstream mechanisms governing NF-κB activation and functions in cancer, as well as deciphering whether such mechanisms are specific to cancer cells, is crucial. This understanding may facilitate the design of NF-κB -targeting cancer therapies that spare healthy cells. In vivo studies would be informative for achieving this goal.

*Drosophila melanogaster* is increasingly being used to study both cancer cell-autonomous mechanisms as well as the biology of complex local and systemic paraneoplastic effects instigated by tumor growth [21]. Among the *D. melanogaster* cancer models, the *Ras*^*V12*^*, scrib*^*-/-*^ carcinoma model, arising from the concomitant expression of the constitute activated oncogenic form of the KRAS/NRAS orthologue, Ras85D (here referred to as Ras^V12^), and the loss of cell polarity through *scribble* loss-of-function, has been most extensively studied and displays a remarkable array of hallmarks similar to human cancer [22,23]. In *Ras*^*V12*^*, scrib*^*-/-*^ tumors, generated in the larval eye-antennal disc (EAD) epithelium, the evolutionarily conserved Ras-MAPK, PI3K-AKT, and JAK-STAT inflammatory pathways all constitute major drivers [22,23]. Surprisingly, at the organismal level, *Ras*^*V12*^*, scrib*^*-/-*^ tumor-bearing flies also display both microenvironmental and systemic alterations that mimic human cancer, such as wasting of adipose and muscle tissues, gut atrophy, microenvironmental extracellular matrix remodeling, and immune cell infiltration [24–27]. Although the discovery and functions of the Toll-NF-κB and IMD-NF-κB pathways were pioneered in flies and found to control developmental patterning and infection response of the innate immune system [28–30], less information is available for its possible roles in carcinogenesis.

Here, we describe the aberrant expression and function of a NF-kB transcription factor in the *Ras*^*V12*^*; scrib*^*-/-*^ tumor model. We demonstrate that in *Ras*^*V12*^*; scrib*^*IR*^ tumors, the NF-kB transcription factor Dorsal (Dl) plays a pro-tumorigenic role by opposing differentiation and promoting survival and invasion. Interestingly, we report the expression of two different splicing variants of Dl, DorsalA (DlA), and DorsalB (DlB), in non-overlapping tumor cell populations. In this context, aberrant Dorsal expression can amplify Chinmo and JNK signaling activation, a known driver of invasion in this model. We also found that *snail* and *twist* genetically contribute to tumor growth.

## Results

### The Toll pathway promotes tumor growth in an autonomous manner

To identify potential tumor-driving mechanisms, we surveyed upregulated genes in *Ras*^*V12*^*; scrib*^*-/-*^ malignant tumors by RNA Sequencing (Fig 1A). 

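RNA was sequenced from 3 pools of cells of the eye-antennal disc (EAD), with 1 library each, so that no difference between the pools has a replicate check. The first library holds the GFP+ cells of *Ras* V12*; scrib*-/- tumors, which are mosaic clones that have lost *scrib*, express oncogenic Ras and carry GFP. The second holds the GFP- cells of the tumor-bearing discs, the tumor microenvironment (TME), which can be any cell of the disc outside the labeled clones. The third holds the GFP+ cells of *GMR>GFP* control discs, where GMR-Gal4 is active in cells behind the morphogenetic furrow, the region in which photoreceptors and other retinal cells differentiate. The sample labels give 50 discs from wandering larvae at Day 6 for each library, a single batch, sorting by FACS and extraction in Trizol. The methods of the paper describe discs isolated by hand and extraction with Qiagen RNAmini kits. TruSeq libraries were run on a MiSeq, and the authors mapped the reads and computed FPKM (fragments per kilobase of transcript, scaled to library size) with the Tuxedo suite.
The deposited table lists 15603 genes. Read counts were not used here, but FPKM of genes with few fragments move in steps, and the size of a step gives the depth. Among genes with 1 annotated transcript, 83.1% of the low values of the tumor library, 81.4% of those of the TME library and 83.3% of those of the control library fell within 0.1 of a whole number of fragments, where chance gives 20%. The fitted depth was about 1840340 fragments for the tumor, 11012100 for the TME and 1763940 for the control. At 5 FPKM, a transcript of 2000 nt then has about 17.0 fragments in the tumor library, 103 in the TME library and 16.5 in the control library. Ratios are given with exact 95% Clopper-Pearson intervals from these estimated fragments, which cover counting error only. A gene was called higher in one library when its FPKM was above 5 there and at least 2 times that in the other library. In counts over all genes, genes listed at 0 in the lower library were counted apart, and counts of gene list members include them.
*Ras85D*, the gene of which an activated form is expressed in the clones, was at 327 FPKM in the tumor, 118 in the TME and 139 in the control. *white*, the marker gene carried by many transgenes, was at 151, 54.2 and 65.5 FPKM in the same order. *scrib* was at 51.0, 44.6 and 36.2 FPKM, and the level of its RNA need not fall in a mutant allele.

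**Figure D1:**
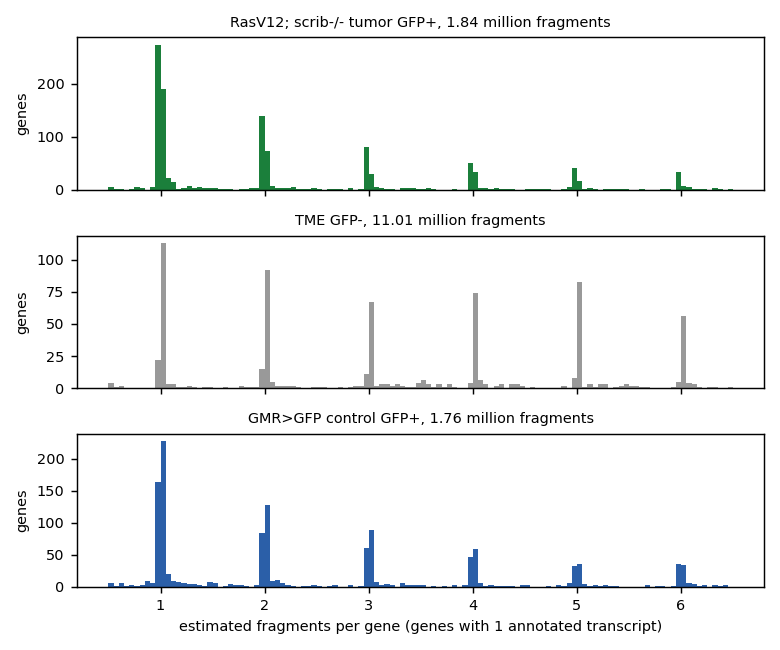
Estimated fragments per gene (horizontal axis) against the number of genes (vertical axis) in the tumor, TME and control libraries, for genes with 1 annotated transcript. In each library the genes gather at whole numbers of fragments.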

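Compared with the library of *GMR>GFP* control cells, the library of *Ras* V12*; scrib*-/- tumor cells had higher levels of several targets of the Hippo pathway and some genes of epithelial polarity, glycolysis and the cell cycle. It had lower levels of genes for neurons, Notch targets and hemocytes. Among the Hippo targets, which respond to a pathway that restrains growth, 5 of 9 genes were higher and none was lower, among them *four-jointed* (*fj*) at 112 FPKM in the tumor and 13.3 in the control (8.48-fold, 95% interval 6.72 to 10.8) and *dally* at 214 and 55.8 FPKM. Of 12 target genes of JNK, 6 were higher, but 5 of these are genes of S1 Table, and of the 7 others only *scarface* (*scaf*) was higher, at 7.18-fold (6.03 to 8.65). Glycolysis genes were higher for 4 of 12, with lactate dehydrogenase (*ImpL3*) at 210 and 62.9 FPKM, and cell cycle genes for 8 of 21, with *polo* at 2.75-fold (2.42 to 3.14) and *CycB* at 2.73-fold (2.31 to 3.22), while none of the 21 differed by 2-fold or more between tumor and TME (median log2 ratio 0.30, percentile 91.0). Of 11 polarity and junction genes 3 were higher, including E-cadherin (*shg*) at 4.15-fold (3.69 to 4.70) and *crb* at 3.08-fold (2.75 to 3.45).
In the other direction, 11 of 16 genes of photoreceptors and neurons were lower in the tumor, such as the neuronal RNA-binding protein gene *elav* at 6.79 FPKM against 57.3 and *pros* at 2.47 against 81.7. In the TME library these genes were also low, with *elav* at 7.90 and *pros* at 4.05 FPKM. The 11 were mostly general neuronal genes, such as *n-syb*, *Syt1*, *brp* and *futsch*. The list members *chp*, *gl*, *sens*, *ro*, *sev* and *boss* were not among them, though not all of these were measured (16 of 17 listed genes were). The result therefore does not extend to photoreceptor genes as a whole. Of 16 Notch target genes 8 were lower, with *HLHm7* at 127 and 397 FPKM. Hemocyte genes were lower for 9 of 11, for example *eater*, a phagocytic receptor, at 0.518 FPKM in the tumor and 43.0 in the control, and fat body genes for 3 of 4, of which *Fbp1* and *Fbp2* were listed at 0 in the tumor. Hemocyte genes in the control were near the TME level (median log2 ratio of TME over control 0.15), with *eater* at 40.5 FPKM in the TME. The neuronal, hemocyte and fat body differences may reflect which cells each library holds rather than a change in tumor cells, which was not tested. Heat shock genes, which also respond to the dissociation of tissue, were higher for 9 of 15 in the tumor, with *Hsp70Aa* at 3701 FPKM and 870 in the control, and at 3766 in the TME. The copies of *Hsp70* are near-identical and may share reads.
The median log2 ratio of FPKM + 1, tumor over control, was 1.60 for the Hippo targets (percentile 100 among 10000 random lists matched on mean expression), 0.76 for the JNK targets (99.0), 0.82 for glycolysis (99.6), 0.63 for the cell cycle (99.3), 0.70 for polarity and junctions (98.2) and 1.56 for heat shock (100). It was -2.37 for photoreceptors and neurons (percentile 0), -0.88 for Notch targets (0), -3.30 for hemocytes (0) and -3.91 for the fat body (0.03). These percentiles describe the libraries and not the conditions. Without the genes of S1 Table, which the authors chose from these libraries, the medians were 0.82 for Hippo targets (percentile 97.6) and 0.03 for JNK targets (28.6). Over all genes, 948 were at least 2 times higher in the tumor than in the control, and 39 more passed 5 FPKM in the tumor and were listed at 0 in the control, 26 of them small RNA genes. In the control, 1354 genes were at least 2 times higher, and 260 more were listed at 0 in the tumor. The number of higher genes was 349 with a ratio of at least 3 and 1856 with a ratio of at least 1.5, and 284 of the 948 genes (30.0%) were also at least 2 times higher in the tumor than in the TME.

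**Figure D2:**
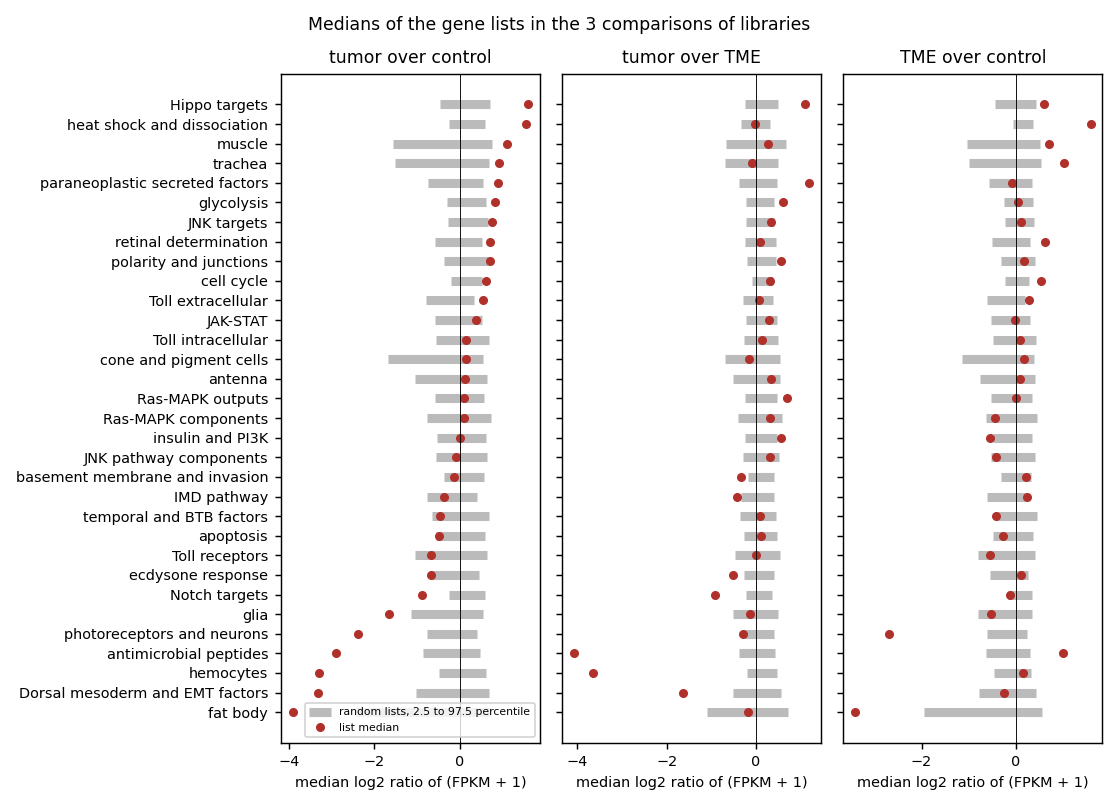
Median log2 ratio of FPKM + 1 (horizontal axis) of 32 gene lists in the 3 comparisons of libraries. Points are list medians, and bars span the central 95% of random lists matched on mean expression. Hippo targets lie to the right of the bar in all 3 comparisons, and hemocyte genes far to the left where the tumor is compared.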

We identified 364 genes with elevated expression levels. These include 14 previously identified genes with defined functions in driving *Drosophila* tumor growth or paraneoplastic effects, such as organ wasting and diuretic dysfunction (S1 and S2 Tables). 

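Of the 14 genes of S1 Table with known roles in tumors, 13 were at least 2 times higher in the tumor than in the control library, and *upd2*, a cytokine of the JAK-STAT pathway, was at 14.8 and 7.46 FPKM (1.99-fold, 95% interval 1.22 to 3.45). The insulin antagonist *ImpL2*, a secreted protein, was at 1246 FPKM in the tumor and 232 in the control (5.38-fold, 4.80 to 6.04), and *Ilp8*, a relaxin-like peptide that delays metamorphosis, at 693 and 99.8 FPKM (6.94-fold, 5.77 to 8.41). *Pvf1*, a growth factor of the PDGF and VEGF family, was at 31.6 and 5.52 FPKM (5.73-fold, 3.42 to 10.6), and *itp*, the antidiuretic hormone, at 76.3 and 28.1 FPKM (2.71-fold, 1.89 to 3.96). Among genes for invasion and the cytoskeleton, the filamin gene *cher* was at 188 and 33.2 FPKM (5.66-fold, 4.83 to 6.67) and the matrix metalloproteinase gene *Mmp1* at 285 and 106 FPKM (2.69-fold, 2.40 to 3.02).
The Hippo target *ex* was 5.05-fold higher (4.60 to 5.57) and the Wnt ligand gene *wg* 4.15-fold (2.86 to 6.18). The ratio was 3.73 for *Ets21C*, 3.52 for *bnl*, 2.71 for *dome*, 2.58 for *tai* and 2.52 for *ftz-f1*. Against the TME, 10 of the 14 genes were at least 2 times higher in the tumor. The other 4 had tumor to TME ratios of 1.96 for *itp*, 1.63 for *dome*, 1.48 for *tai* and 1.28 for *ftz-f1*. The table was drawn up by the authors from these libraries, so the direction of its genes is not independent evidence. At a ratio of at least 3, 8 of the 14 genes pass.

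**Figure D3:**
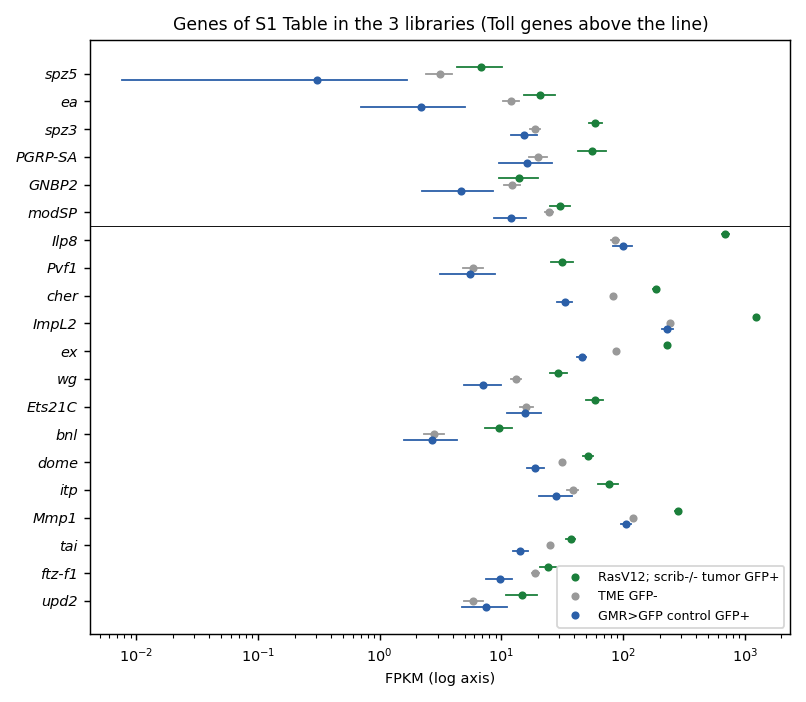
FPKM on a log axis (horizontal) of the genes of S1 Table in the tumor, TME and control libraries, with the Toll genes above the line. Horizontal lines are 95% counting intervals. Tumor values lie to the right of control values for all 20 genes, and the interval of *spz5* in the control is the widest.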

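Secreted recognition proteins, proteases and ligands upstream of the Toll receptors were higher in *Ras* V12*; scrib*-/- tumor cells than in control cells for 9 of 19 measured genes, and 1 gene, the ligand gene *spz*, was lower. *PGRP-SA*, the recognition protein for bacterial peptidoglycan, was at 56.2 FPKM in the tumor and 16.4 in the control (3.43-fold, 95% interval 2.01 to 6.39). *GNBP2*, of the family of Gram-negative binding proteins, was at 14.0 and 4.67 FPKM (3.01-fold, 1.45 to 6.95), and the serine protease gene *modSP* at 30.6 and 12.0 FPKM (2.55-fold, 1.79 to 3.64). *easter* (*ea*), the protease that cleaves Spz in the embryo, was at 20.8 and 2.17 FPKM (9.60-fold, 3.85 to 30.9). The ligand gene *spz3* was at 59.5 and 15.4 FPKM (3.85-fold, 2.93 to 5.12), while *spz* itself was at 2.60 FPKM in the tumor and 33.0 in the control.
The ratio of *spz5*, at 6.79 FPKM in the tumor and 0.304 in the control, was 22.4, but it rests on about 23 fragments against 1 (interval 3.63 to 922), and it is 5.98 when 1 is added to both values. The list had a median log2 ratio of 0.53 (percentile 99.7 of matched random lists). It was written with the table of the 6 Toll genes in view, so those 6 genes are not independent evidence, and without them the median was 0.30 (percentile 95.2), inside the central 95% of random lists. Of the 13 others 3 were higher: *GNBP1*, which acts with PGRP-SA in recognition, at 38.0 and 17.5 FPKM, the protease gene *CG6361* and the serpin gene *nec*. Of the remaining ligand genes, *NT1* (*spz2*) was at 6.78 and 8.85 FPKM, *spz4* at 1.97 and 1.22, and *spz6* at 3.65 and 3.74. None of these 3 genes passed the rule.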

Notably, among the upregulated genes—PGRP-SA, GNBP2, Easter, Spz3, and Spz5—encode extracellular components of the Toll pathway (Fig 1A). The Toll pathway, one of the two established NF-kB signaling pathways in *Drosophila*, is differentially activated during development and in response to fungal or bacterial infection. PGRP-SA (Peptidoglycan Recognition Protein SA) is a secreted protein that binds to bacteria-derived peptidoglycans upon bacterial infection, forming a trimeric complex with a member of the GNBP family (Gram-Negative Binding Protein) and the serine protease ModSP (Modular Serine Protease). This association initiates a multi-step proteolytic cascade, eventually cleaving the ligand Spz (Spaetzle). Subsequently Spz binds to the Toll receptor, activating the Toll pathway intracellularly (Fig 1B). To date, six Spz ligands and nine Toll receptors have been identified and the functions and associations of the different ligands and receptors are not yet fully understood [30]. Intracellularly, Toll receptor activation triggers the activation and formation of a complex composed of the adaptor proteins Myd88 and Tube as well as the serine-threonine protein kinase Pelle. Pelle subsequently phosphorylates the inhibitor Cactus, the homolog of mammalian IkappaB, which is targeted to proteasome degradation. In the absence of Toll signaling, Cactus sequesters the NF-kB proteins Dorsal or Dif into the cytoplasm. Degradation of Cactus upon Toll signaling triggers the translocation of the NF-kBs into the nucleus with resulting transcription of their target genes (Fig 1B).

**Fig 1:**
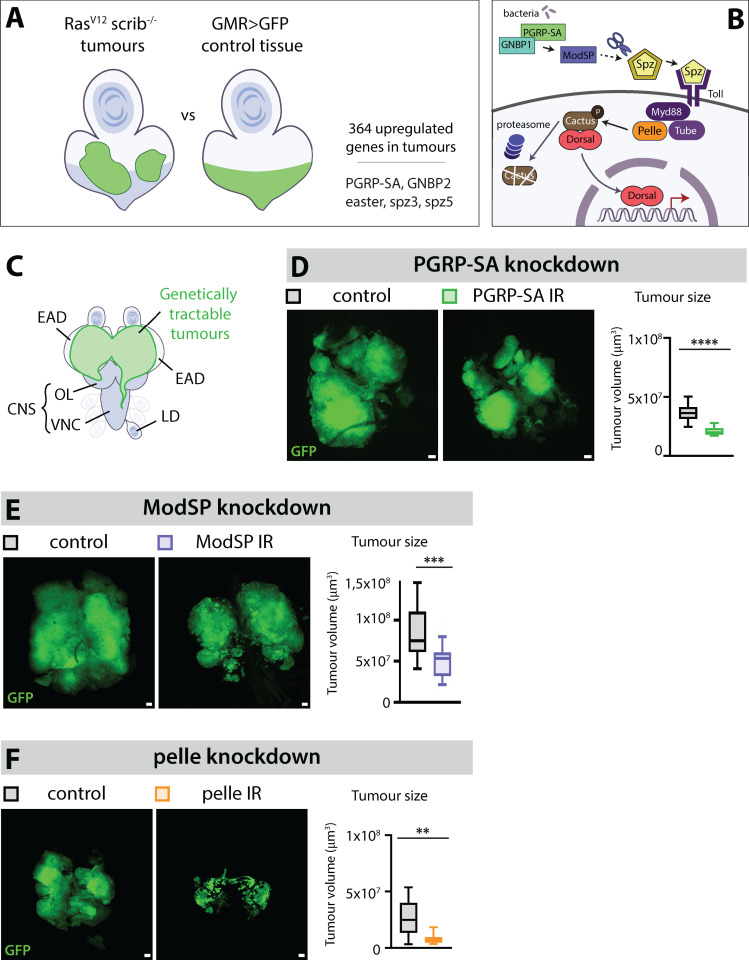
Extracellular and intracellular Toll signaling components contribute to *Ras*^*V12*^*; scrib*^*-/-*^ tumor growth. (A) A transcriptomics analysis comparing the profile of *Ras*^*V12*^*; scrib*^*-/-*^ tumor cells to *GMR>GFP* control cells in the eye-antennal disc (EAD) identified 364 genes that are upregulated in the tumors. Among them, *PGRP-SA*, *GNBP2*, *easter*, *spz3,* and *spz5* are genes taking part in the extracellular machinery leading to Toll pathway activation. PGRP-SA is highlighted in green because it is also found upregulated in two other tumor models. (B) Simplified version of Toll pathway activation upon bacterial infection. PGRP-SA (Peptidoglycan recognition protein SA) is a carboxypeptidase which recognizes and binds to peptidoglycans upon bacterial infection. Follows the formation of a trimeric complex together with a member of the GNBP family (Gram Negative Binding Protein) and the serine protease (ModSP). This complex initiates a multi-step proteolytic cascade that ultimately leads to the cleavage and activation of the ligand Spz. After the binding of Spz to the Toll receptor, the pathway is activated intracellularly through the activation and formation of a complex composed of the adaptor proteins Myd88 and Tube as well as the serine-threonine protein kinase Pelle. Pelle subsequently phosphorylates the inhibitor cactus, the homolog of mammalian IkappaB, which is targeted to proteasome degradation. As Cactus sequesters the NF-kB Dorsal into the cytoplasm, its degradation triggers the translocation of Dorsal into the nucleus and the transcription of its target genes. (C) Cartoon of the genetic setting used in this study for manipulating *Ras*^*V12*^*; scrib*^*-/-*^ tumors. GFP-labeled tumors are generated from randomly selected single epithelial cells from the EAD. They grow and fuse to form large tumors that start invading the central nervous system through the optic lobe first and the ventral nerve cord later. Tumor cells also sometimes reach the leg discs. (D) Representative confocal pictures and quantifications of the mean tumor volumes of GFP-labeled control tumors (*n* = 21, *m* = 3,71 × 10^7^ µm^3^, SD = ±0,47 × 10^7^ µm^3^) and *PGRP-SA Ras*^*V12*^*; scrib*^*-/-*^ tumors (*n* = 17, *m* = 2,11 × 10^7^ µm^3^, SD = ±0,19 × 10^7^ µm^3^) at Day 8 after egg laying, statistical significance was determined with an unpaired *T* test with Welch’s correction. (E) Representative confocal pictures and quantifications of the mean tumor volumes of GFP-labeled control (*n* = 20, *m* = 8,46 × 10^7^ µm^3^, SD = ±1,77,53 × 10^7^ µm^3^) and *ModSP*^*IR*^ *Ras*^*V12*^*; scrib*^*-/-*^ *Dcr2* tumors (*n* = 30, *m* = 5,07 × 10^7^ µm^3^, SD = ±1,00 × 10^7^ µm^3^) at Day 8 (29°C), statistical significance was determined with an unpaired *T* test with Welch’s correction. (F) Representative confocal pictures and quantifications of the mean tumor volumes of GFP-labeled control tumors (*n* = 10, *m* = 2,64 × 10^7^ µm^3^, SD = ±0,76 × 10^7^ µm^3^) and *pelle*^*IR*^ *Ras*^*V12*^*; scrib*^*-/-*^ tumors (*n* = 10, *m* = 0,78 × 10^7^ µm^3^, SD = ±0,22 × 10^7^ µm^3^) at Day 6 (29°C), statistical significance was determined with a Mann–Whitney test. Scale bars = 50 µm.

We decided to first investigate whether PGRP-SA is involved in *Ras*^*V12*^*; scrib*^*-/-*^ tumorigenesis. To do so, we genetically induced the formation of *Ras*^*V12*^*; scrib*^*-/-*^ tumors from randomly induced single cells in the EAD of the *Drosophila* larva. This way, we can knockdown or overexpress any gene of interest within the tumor specifically without affecting expression in the rest of the body (Fig 1C). To improve RNA interference (IR) expression levels and processing, respectively, knockdown experiments were sometimes performed at 29°C with the additional expression of Dicer-2, as indicated in the legends.

Knock-down of PGRP-SA (*PGRP-SA*^*IR*^) significantly reduced *Ras*^*V12*^*; scrib*^*-/-*^ tumor growth compared with control tumors (Fig 1D). Similarly, knock-down of ModSP (*ModSP*^*IR*^) significantly decreased tumor size (Fig 1E), suggesting that the extracellular components of the Toll pathway surprisingly play a pro-tumorigenic role in this context. To address whether Toll signaling is required within tumor cells or in another microenvironmental compartment, we performed knock-down of the intracellular kinase Pelle/IRAK (*pelle*^*IR*^), a hub in Toll signal transduction. *pelle*^*IR*^ *Ras*^*V12*^*; scrib*^*-/-*^ tumors exhibited a drastic size reduction compared with control tumors (Fig 1F). These results collectively suggest that *Ras*^*V12*^*; scrib*^*-/-*^ tumors produce extracellular Toll-activating components that contribute to a Toll pathway pro-tumorigenic signal activity in an autonomous manner.

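Within the tumor-bearing discs, some genes of the extracellular Toll machinery passed the 2-fold rule between the tumor and TME libraries and others did not. No test between genes was run, and the intervals of *spz5* and *ea* overlap. *spz3* was 3.13-fold higher in the tumor than in the TME (95% interval 2.69 to 3.64), *PGRP-SA* 2.78-fold (2.02 to 3.82) and *spz5* 2.18-fold (1.29 to 3.57). Median ratio scaling divides tumor to TME ratios by 1.12, which takes *spz5* below 2-fold. *ea* was 1.72-fold (1.24 to 2.39), *modSP* 1.24-fold (1.01 to 1.51) and *GNBP2* 1.15-fold (0.763 to 1.71) higher, which is below the 2-fold rule. These last 3 genes were at least 2 times higher in the TME than in the control library, with ratios of 5.57 for *ea*, 2.62 for *GNBP2* and 2.06 for *modSP*. *spz5* was also higher in the TME than in the control, at 3.11 and 0.304 FPKM (10.2-fold, 1.77 to 411), below the floor of 5 FPKM. The serpin gene *nec*, which restrains the Toll cascade in immunity, was at 6.31 FPKM in the tumor and 0.912 in the TME, and *spz* at 30.9 FPKM in the TME, 11.9 times its tumor level. The hemocyte genes *Hml* and *He* differed in the same direction, each by 41.6 times, so the cells that hold *spz* RNA in the TME are not identified. Over the 19 measured genes, 4 were higher and 1 was lower in the tumor than in the TME, with a median log2 ratio of 0.06 at percentile 49.3 of matched random lists (-0.09 with median ratio scaling).
Inside the cell, none of 8 genes of the Toll pathway differed by 2-fold or more between tumor and TME (median log2 ratio 0.13, percentile 44.1, and -0.03 with median ratio scaling), and 1 of them, *Traf6*, was higher in the tumor than in the control (2.16-fold, 1.48 to 3.27). *pll*, the gene for Pelle, was at 14.4 FPKM in the tumor, 16.9 in the TME and 8.50 in the control, *Myd88* at 20.7, 17.8 and 17.9, and *tub* at 33.1, 25.0 and 37.9. Of the receptors, *Tl* was at 22.2 FPKM in the tumor, 22.3 in the TME and 43.4 in the control, *18w* at 43.6, 30.5 and 19.3, and *Toll-6* was listed at 0 in the tumor and the TME and at 5.82 FPKM in the control. Antimicrobial peptide genes, targets of Toll and IMD signaling in immunity, were lower in the tumor than in the control for 9 of 13 and higher for none, 4 of the 9 listed at 0 in the tumor (median -2.90, percentile 0), beside the lower hemocyte genes. From the raised expression of extracellular Toll genes in tumor cells, together with smaller tumors after knock-down of PGRP-SA, ModSP and Pelle (Figs 1D, 1E and 1F), the paper proposes that the tumors make components that activate Toll signaling in the tumor cells themselves.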

### Dorsal is ectopically expressed in oncogenic *Ras*^*V12*^-driven tumors

Toll pathway activation leads to the release and nuclear translocation of the NF-κB transcription factors Dl and/or Dif, leading to transcription of target genes. While most studies of Dl and Dif in developmental patterning and infection have focused on their main splicing variants (DlA and DifA), both NF-kB transcription factors have been reported to also have alternatively spliced B isoforms (DlB and DifB) [31,32]. For instance, both DlA (678 amino acids) and DlB (994 amino acids) contain a Relish-homology domain, composed of a DNA binding domain and a dimerization domain (for homo/heterodimerization and Cactus binding), as well as a transactivation domain (for transcription activation) [31]. However, the transactivation domain of DlA is much shorter than Dorsal-B. Noteworthy, only DlA possesses an NLS sequence. Therefore, DlB cannot translocate to the nucleus by itself but is thought to be able to bind to DlA for translocating to the nucleus of fat body cells upon infection [31]. Contrary to DlA, DlB is not expressed and involved in embryonic dorso-ventral patterning. It is rather specifically expressed in the subsynaptic reticulum of neuromuscular junctions, where it stabilizes Cactus. Similarly, Dif-B is found in the mushroom body of the central nervous system (CNS), where it also stabilizes Cactus [32]. Although these observations support the idea that B isoforms play a specific role in nervous system tissues, their precise functions remain to be elucidated.

We began by assessing the expression of Dl in *Ras*^*V12*^*; scrib*^*IR*^ tumors through immunostainings against DlA and DlB (Figs 2A, 2B, 2C, 2D, S1A, and S1B). Both Dorsal isoforms were highly expressed in tumors in the posterior part of the disc that attaches to the brain through the prospective optic stalk (Fig 2A and 2B), while neither DlA nor DlB proteins were observed in control clones (Fig 2A). DlA and DlB were almost entirely mutually exclusive, in different cell populations (Figs 2A, 2B, and S1B). Within *Ras*^*V12*^*; scrib*^*IR*^ tumors, cells can be easily separated according to their levels of DlA mean intensity (Fig 2C). We identified a DlA^high^ cell population that had 4-fold higher DlA protein levels compared with the DlA^low^ remaining cell population. Importantly, the DlA mean intensity in the DlA^low^ cell population was consistently higher than in the surrounding *wt* epithelial cells of the EAD (Fig 2C). These observations suggest that although we observed a peak of DlA expression at the posterior part of the tumor, there is a general elevation of the basal level of DlA throughout the entire tumor. In contrast, we did not observe a general elevation of DlB throughout the tumor when compared with *wt* cells of the tumor microenvironment (TME), but we did observe a local increase in the posterior part of the tumor of a similar magnitude to DlA (Fig 2B and 2D). Tumor cells located in the posterior area of the tumor are closest to the CNS, which is the first organ these tumors invade [33–35]. Intriguingly, tumor cells that have initiated invasion into the optic lobes (OL) of the CNS displayed high levels of DlA or DlB (S1B Fig), suggestive of a potential role of Toll-NFκB signaling in tumor cell migration.

**Fig 2:**
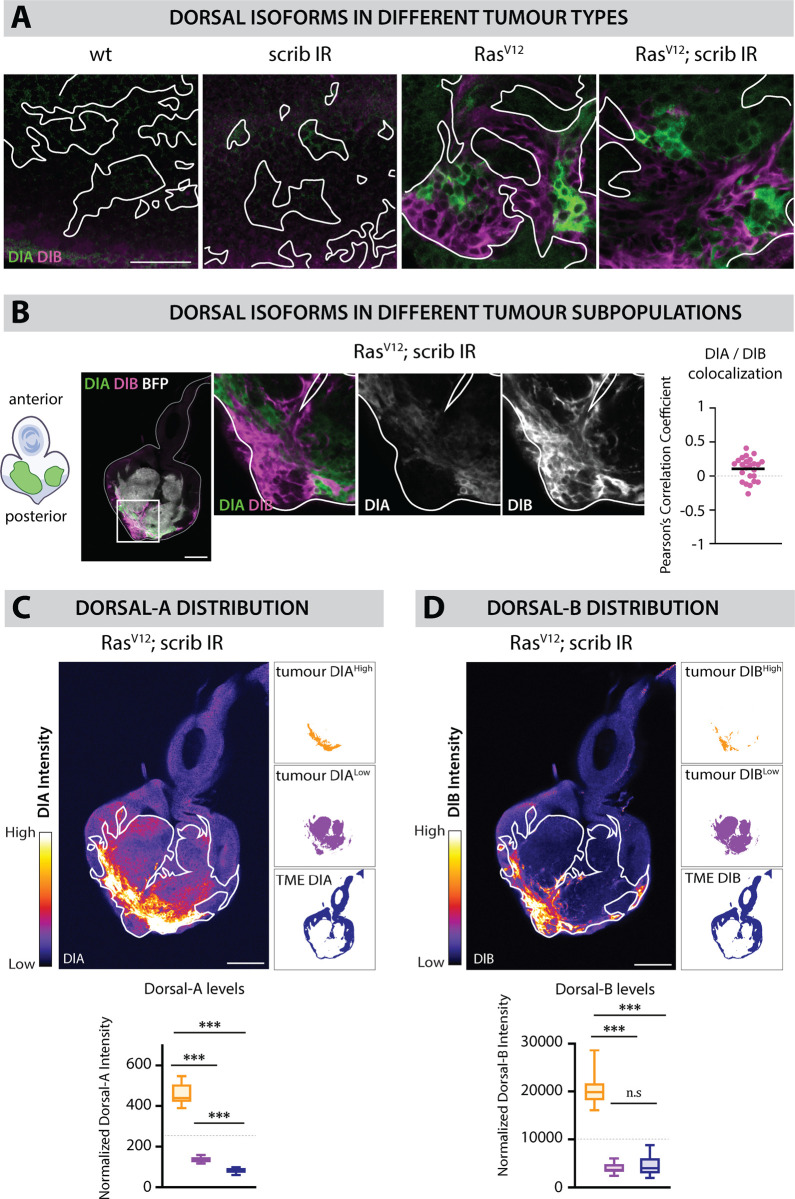
Two splicing variants of the NF-kB Dorsal are aberrantly expressed in *Ras*^*V12*^-driven tumors. (A) Immunostainings against Dorsal-A (DlA in green) and Dorsal-B (DlB in magenta) in BFP-labeled *wt* clones (*n* = 20 EADs), *scrib*^*IR*^ tumors (*n* = 23 EADs), *Ras*^*V12*^ tumors (*n* = 20 EADs), and *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 24 EADs) at Day 6. DlA and DlB accumulation is observed only in *Ras*^*V12*^-driven tumors and appears mainly mutually exclusive. (B) Immunostaining against DlA (green) and DlB (magenta) in BFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ tumors (white) (*n* = 24 EADs) and close-ups showing that DlA and DlB are not expressed in the same subset of cells. Colocalization analysis assessed with the Pearson’s correlation coefficient reveals a poor colocalization between DlA and DlB in the tumors (*n* = 24, *m* = 0,11, SD = ±0,08). (C) Heat map of DlA intensity within a representative BFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ tumor-bearing EAD at Day 6. The tumor is outlined with the straight white line. An arbitrary intensity threshold set at 250 (gray line on the graph) allows the clear segregation of a DlAhigh (“tumor High”) and a DlAlow (“tumor Low”) cell population within the tumor. Quantifications of the mean DlA intensity of the “tumor High” (*n* = 23, *m* = 458,7, SD = ±28,4), “tumor Low” (*n* = 23, *m* = 135,2, SD = ±7,0), and wt tumor microenvironment (TME) (*n* = 23, *m* = 82,2, SD = ±6,7) demonstrate a general elevation of DlA levels within the tumor compared with wt cells. Statistical significance was determined with a Tukey’s multiple comparison test. (D) Heat map of DlB intensity within a representative RasV12; scribIR tumor-bearing EAD at Day 6. The tumor is outlined with the straight white line. An arbitrary intensity threshold set at 10,000 (gray line on the graph) allows the clear segregation of a DlBhigh (“tumor High”) and a DlBlow (“tumor Low”) cell population within the tumor. Quantifications of the mean DlB intensity of the “tumor High” (*n* = 24, *m* = 20,331,9, SD = ±3,108,7), “tumor Low” (*n* = 24, *m* = 3,955,8, SD = ±584,5), and wt TME (*n* = 23, *m* = 4,660,9, SD = ±1,187,3). Normalization was done by subtracting the background intensity. Statistical significance was determined with a Dunn’s multiple comparison test. Scale bars = 20 µm.

Finally, a strong enrichment of the repressor Cactus, the ortholog of mammalian IkappaB (IKKB), was observed in DlA^high^ tumor cells but not in DlB^high^ tumor cells, as assessed with an endogenous GFP fusion protein reporter, *Cactus::GFP* (S1C Fig). This is particularly interesting as *cactus* is a positive transcriptional target of the Toll pathway [36]. Cactus upregulation constitutes a negative feedback loop which could cap Toll pathway activation, a mechanism that has also been described in mammalian NF-kB signaling pathways [37,38]. In conclusion, simultaneous elevation of DlA, DlB, and Cactus expression suggests that in the posterior part of *Ras*^*V12*^*; scrib*^*IR*^ tumors, Toll pathway activation is significantly higher than in the rest of the tumor.

### Dorsal aberrant accumulation is genetically and spatiotemporally regulated

We investigated what could be the upstream mechanism leading to aberrant Dl accumulation. Initially, we examined Dl isoforms levels in various genetic backgrounds: control *wild type* clones, *scrib*^*IR*^ tumors, *Ras*^*V12*^ tumors, and *Ras*^*V12*^*; scrib*^*IR*^ tumors. We observed aberrant expression of DlA as well as DlB exclusively in *Ras*^*V12*^ and *Ras*^*V12*^*; scrib*^*IR*^ tumors (Fig 2A), suggesting that *Ras*^*V12*^ instructs tumor cells competent to produce these isoforms at abnormal levels. Furthermore, we followed DlA levels over time in *Ras*^*V12*^*; scrib*^*IR*^ tumors, using an endogenous Dorsal genetic reporter, that acts as a Dorsal-A specific reporter in this context (Figs 3A, S2A, and S2B). The onset of DlA expression correlated with the appearance of Elav-positive neurons in the prospective eye region of the tumors around Day5 (Fig 3A). Interestingly, DlA accumulate in cells surrounding the neurons but was rarely detected in the neurons themselves (Fig 3A yellow arrows and Fig 3B). Concurrently, DlB expression was exclusive to the tumor neurons (Fig 3C). Within the tumors, apoptosis was predominantly observed in the differentiating areas where we observed dying neurons (Fig 3D, yellow arrows). Therefore, we hypothesized that the local aberrant Dl expression might be triggered by cell death-derived signals. However, efficient blocking of apoptosis in *Ras*^*V12*^*; scrib*^*IR*^ tumors through Diap1 overexpression (*Diap1*^*OE*^) did not affect increased DlA and DlB levels (Fig 3E and 3F).

**Fig 3:**
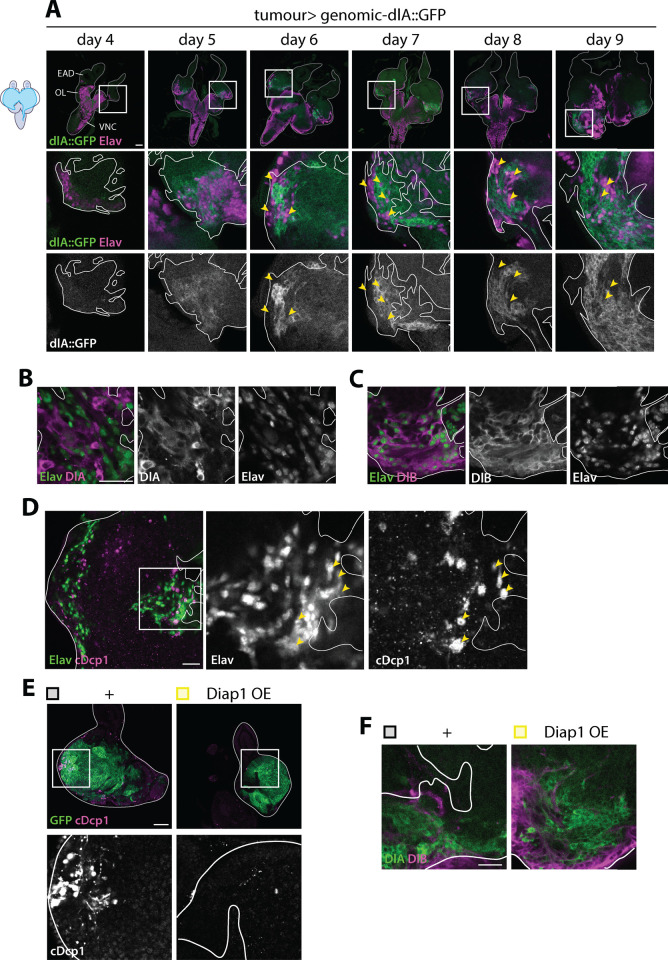
Cell type-dependent Dorsal isoforms accumulation correlates with tumor neurogenesis and apoptosis. (A) Representative confocal pictures of BFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ tumors, expressing a DlA::GFP fusion protein at endogenous levels (green), overtime (Day 4 *n* = 18 EADs, Day 5 *n* = 14 EADs, Day 6 *n* = 18 EADs, Day 7 *n* = 17 EADs, Day 8 *n* = 20 EADs, and Day 9 *n* = 11 EADs) stained for the pan-neuronal marker Elav (magenta). The cephalic complex is outlined with the straight gray line and the tumor is outlined with the straight white line on the close-ups. Yellow arrows point at neurons that are negative for DlA. Scale bar = 50 µm. (B) Representative confocal pictures of GFP-labeled *cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 8 EADs) at Day 6 (29°C) stained for Elav (green) and DlA (magenta). The tumor is outlined with the straight white line. DlA and Elav appears mutually exclusive. Scale bar = 20 µm. (C) Representative confocal pictures of GFP-labeled *cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 8 EADs) at Day 6 (29°C) stained for Elav (green) and DlB (magenta). The tumor is outlined with the straight white line. DlB and Elav are expressed in the same tumor cells. Scale bar = 20 µm. (D) Representative confocal pictures of GFP-labeled *cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 62 EADs) at Day 6 (29°C) stained for Elav (green) and cDcp1 (magenta). The tumor is outlined with the straight white line. cDcp1^+^ cells are mostly found in areas of the tumor where neurons are present where we often observe neuron apoptosis (yellow arrows). Scale bar = 20 µm. (E) Representative confocal pictures of GFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 7 EADs) and *Diap1*^*OE*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 9 EADs) stained for cDcp1 (magenta) at Day 6. Scale bar = 50 µm. (F) Representative confocal pictures of GFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 13 EADs) and *Diap1*^*OE*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 7 EADs) stained for DlA (green) and DlB (magenta) at Day 6. Scale bar = 20 µm.

Altogether, these observations demonstrate that the aberrant expression NF-kB/Dl in *Ras*^*V12*^*; scrib*^*IR*^ tumors is both genetically and locally controlled. General elevated levels of DlA in the whole tumor populaton suggest a transcriptional response downstream of oncogenic Ras^V12^ signaling. On top of this Ras^V12^-dependent genetic control, a temporal and/or local control triggers elevated levels of DlA, DlB, and Cactus specifically in the posterior part of the tumor in the prospective eye region, as well as in invading tumor cells to the brain.

### Dorsal represses Ras^V12^ scrib^IR^ tumor differentiation and death

To investigate the primary functions of Dl in *Ras*^*V12*^*; scrib*^*IR*^ tumors, we conducted knockdown experiments using two independent RNAis that efficiently target both Dorsal isoforms (S3A and S3B Fig). *Dorsal*^*IR*^*, Ras*^*V12*^*; scrib*^*IR*^ tumors exhibited a significant reduction in size compared with *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors (Fig 4A), mimicking the phenotypes observed upon *PGRP-SA*, *ModSP,* and *pelle* knockdowns (Fig 1C, 1D, and 1E). *Ras*^*V12*^*; scrib*^*IR*^ tumor growth results from a combination of cell growth, cell proliferation, inhibition of the differentiation of epithelial tumor cells into Elav-positive photoneurons, and survival [33,39]. To delineate the potential functions of Dl in *Ras*^*V12*^*; scrib*^*IR*^ tumors, we assessed alterations in proliferation, differentiation, and apoptosis. Quantification of mitotic cells suggests that *Dorsal*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors display similar proliferation rates to control tumors, but both their differentiation and apoptosis rates were significantly higher than in control tumors (Fig 4B, 4C, and 4D). Although, a few neurons form in *Ras*^*V12*^*; scrib*^*IR*^ tumors, they appeared spaced apart and did not form the full complement of eight neurons per ommatidia. However, upon Dorsal knockdown, Elav-positive cells increased in number and density, suggesting a partial rescue of differentiation (Fig 4C). To address how Dorsal may affect differentiation and apoptosis, we induced Dorsal in random clones in the eye antennal disc that can arise in undifferentiated cells ahead of the morphogenetic furrow, or post-furrow, where differentiation of neurons and support cells occur. Select post-furrow expression was achieved using the GMR-GAL4 driver. Whereas large Dorsal-expressing clones straddling the pre- and post-furrow region strongly reduced neuronal differentiation, the expression post furrow did not (S4C Fig). This suggests that Dorsal may inhibit differentiation autonomously only when induced early, either through a strictly cell-autonomous effect or indirectly interfering with the complex cell signaling pathways that drive furrow progression and differentiation. During eye differentiation, supernumerary cells surrounding neurons of each ommatidium are culled through apoptosis in the late larval and pupal stages. Selective post-furrow expression of Dorsal significantly repressed apoptosis in late larval eye discs (S4D Fig) Additionally, the adult eye presented features of enlarged ommatidia consistent with phenotypes of super-numerary cells.

**Fig 4:**
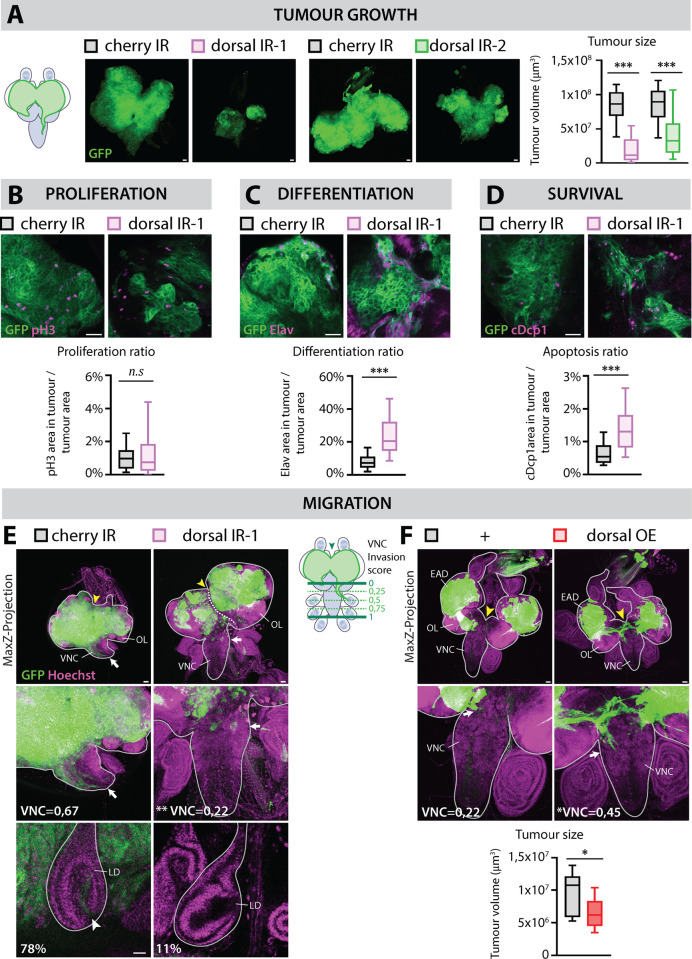
Dorsal represses differentiation and apoptosis in *Ras*^*V12*^ *scrib*^*RNAi*^ tumors while promoting invasive behavior. (A) Representative confocal pictures and quantifications of the mean tumor volumes of GFP-labeled *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 36, *m* = 8,32 × 10^7^ µm^3^, SD = ±1,31 × 10^7^ µm^3^), *dorsal*^*IR-1*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 25, *m* = 1,97 × 10^7^ µm^3^, SD = ±1,00 × 10^7^ µm^3^), *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ *Dcr2* control tumors (*n* = 43, *m* = 8,52 × 10^7^ µm^3^, SD = ±1,64 × 10^7^ µm^3^), and *dorsal*^*IR-2*^ *Ras*^*V12*^*; scrib*^*IR*^ *Dcr2* tumors (*n* = 37, *m* = 4,71 × 10^7^ µm^3^, SD = ±1,85 × 10^7^ µm^3^) at Day 12 (29°C), statistical significance was determined with an unpaired *T* test with Welch’s correction. Scale bar = 50 µm. (B) Representative confocal pictures and quantifications of the proliferation ratio of GFP-labeled *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 36, *m* = 1,08%, SD = ±0,41%) and *dorsal*^*IR-1*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 35, *m* = 1,39%, SD = ±0,83%) at Day 8 (29°C). Proliferation was detected through immunostainings against the mitotic marker pH3 (phospho-Histone 3, in magenta). Here, the proliferation ratio is defined as the ratio between the pH3 area within the tumor and the area of the tumor itself. Scale bar = 20 µm. (C) Representative confocal pictures and quantifications of the differentiation ratio of GFP-labeled *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 63, *m* = 8,29%, SD = ±2,87%) and *dorsal*^*IR-1*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 57, *m* = 24,40%, SD = ±7,09%) at Day 8 (29°C). Differentiation was detected through immunostainings against the pan-neuronal marker Elav (magenta). Here, the differentiation ratio is defined as the ratio between the Elav area within the tumor and the area of the tumor itself. Scale bar = 20 µm. (D) Representative confocal pictures and quantifications of the apoptosis ratio of GFP-labeled *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 63, *m* = 0,71%, SD = ±0,29%) and *dorsal*^*IR-1*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 57, *m* = 1,45%, SD = ±0,46%) at Day 8 (29°C). Apoptosis was detected through immunostainings against the cleaved effector caspase, cDcp1 (cleaved-Death Caspase 1, in magenta). Here, the apoptosis ratio is defined as the ratio between the cDcp1 area within the tumor and the area of the tumor itself. Statistical significance was determined with an unpaired *T* test with Welch’s correction. Scale bar = 20 µm. (E) Z-projections of representative confocal pictures of size-matched GFP-labeled *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 3 EADs) and *dorsal*^*IR-1*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 8 EADs) at Day 12 (29°C), stained for Hoechst (magenta). Scale bars = 50 µm. The cephalic complexes (and leg discs [LD] on the small inserts) are outlined with the straight gray line. A cartoon represents the three invasion parameters assessed in this study: the VNC (Ventral Nerve Cord) invasion score, ranged between c and 1, is greater the further tumor cells migrate toward the tip of the VNC (green arrow), indicated as “VNC=” on the Z-projection images; the frequency of LD invasion (small insert with LD confocal pictures, Scale bars = 20 µm) and the fusion of distinct Eye-Antennal Disc (EAD) tumors (white arrow, dashed line indicates the visible separation of both neighbor EADs). For the VNC score, statistical significance was determined with Dunnett’s T3 multiple comparisons test. (F) Z-projections of representative confocal pictures of GFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 15 EADs) and *dorsal*^*OE*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 24 EADs) at Day 6, stained for Hoechst (magenta). The cephalic complexes (and LD on the small inserts) are outlined with the straight gray line. Quantification of the mean tumor volumes of GFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 9, *m* = 9,71 × 10^6^ µm^3^, SD = ±1,53 × 10^6^ µm^3^) and *dorsal*^*OE*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 11, *m* = 6,52 × 10^6^ µm^3^, SD = ±1,12 × 10^6^ µm^3^) at Day 6. OL: Optic Lobe. Statistical significance was determined with an unpaired *T* test with Welch’s correction. Scale bars = 50 µm.

Importantly, *Pelle*^*IR*^ *Ras*^*V12*^*; scrib*^*-/-*^ tumors also exhibited increased apoptosis and differentiation rates (S3C Fig). This emphasizes the need for the Toll signaling pathway and not an alternative way to activate Dorsal/NFkB activity, to promote tumor growth. Thus, the Toll-Dl signaling pathway promotes tumor growth primarily by preventing differentiation and promoting survival.

### Dorsal is required for invasion and accentuates JNK signaling

We next addressed whether Dl is involved in tumor invasion. In the *Ras*^*V12*^*; scrib*^*IR*^ tumor model, cells adopt a migratory behavior by JNK signaling. Specifically, JNK mediates expression of Matrix MetalloProteinase 1 (MMP1) and Cheerio (Cher-mammalian Filamin), resulting in basement membrane degradation and cytoskeleton remodeling, respectively [25,34,39–43]. We conducted colocalization analyses, assessed by the Pearson’s Correlation Coefficient (PCC), between the Dorsal isoforms and JNK activity in the tumors, assessed either through activated JNK (phosphor-JNK, pJNK) or a JNK activity reporter, TRE-eGFP. Overall, we found a low colocalization between DlA and TRE-eGFP (Fig 5A), while we observed a good PCC between DlB and pJNK within the tumors (Fig 5B). These observations align with the finding that tumor cells invading the CNS often have high levels of either DlA or DlB.

**Fig 5:**
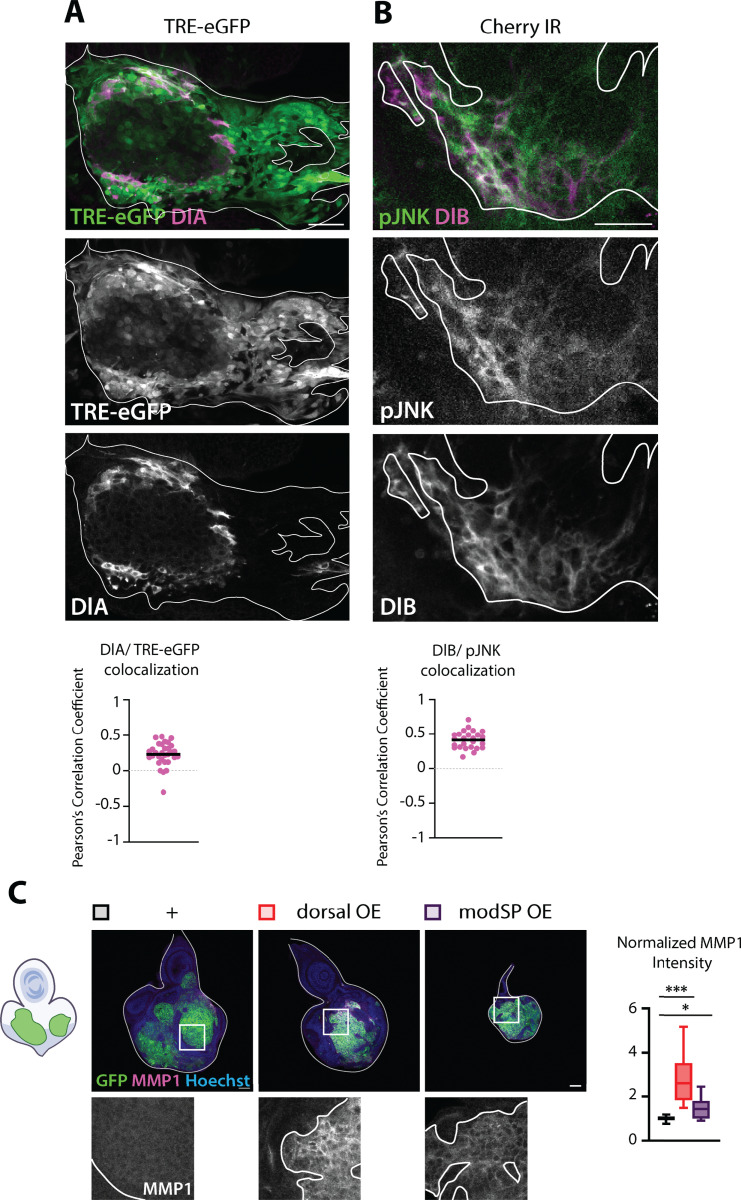
Dorsal amplifies JNK signaling. (A) Representative confocal pictures of BFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ tumors, expressing the JNK activity reporter, TRE-eGFP (green) and stained for DlA (magenta). The tumor is outlined with the straight white line. Colocalization analysis assessed with the Pearson’s correlation coefficient reveals a weak colocalization between DlA and JNK activity in the tumors (*n* = 31, *m* = 0,23, SD = ±0,08). Scale bar = 20 µm. (B) Representative confocal pictures of GFP-labeled *cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors stained for pJNK (green) and DlB (magenta) at Day 6 (29°C). The tumor is outlined with the straight white line. Colocalization analysis assessed with the Pearson’s correlation coefficient reveals a good colocalization between DlB and pJNK in the tumors (*n* = 25, *m* = 0,41, SD = ±0,06). Scale bar = 20 µm. (C) Representative confocal pictures and quantifications of the mean MMP1 intensity of GFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 11, *m* = 1,00, SD = ±0,06), *dorsal*^*OE*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 11, *m* = 2,85, SD = 0,57), and *modSP*^*OE*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 10, *m* = 1,49, SD = ±0,32) at Day 6. Intensity normalization was done by subtracting the background intensity on each picture and finally dividing each data point by the mean intensity value for the control tumors for each replicate. Statistical significance was determined with Dunnett’s T3 multiple comparisons test. Scale bars = 50 µm.

To test whether Dorsal may function upstream of JNK signaling in *Ras*^*V12*^*; scrib*^*IR*^ tumors, we assessed the levels of the JNK target MMP1 following *Dorsal*^*OE*^ and *ModSP*^*OE*^ overexpression which enhances Toll signaling and subsequently Dorsal activity. MMP1 mean intensity was significantly higher in tumors with elevated *Dorsal* or *ModSP* expression compared with control tumors. Therefore, Toll-Dl signaling can augment expression of the JNK transcriptional target, *mmp1* in *Ras*^*V12*^*; scrib*^*IR*^ tumors (Fig 5C).

As both DlA, DlB and Cactus are highly expressed in brain lobe proximal and invading cells and Dl amplifies JNK signaling in the tumors, we investigated the effect of Dorsal knock-down on tumor cell migration. We scored for three parameters reflecting the mobility of tumor cells at late stages of tumor development (Day 12): (1) the VNC invasion score, which assigns a higher score to tumors with greater migration toward the tip of the ventral nerve cord (VNC) of the CNS, (2) the frequency at which we observe tumor cells within the organs adjacent to the VNC called leg discs (LD), and (3) the fusion of tumors generated in the two distinct EAD, indicating the ease with which cells move from one EAD to the other and EADs and come into contact with each other (Fig 4E). To mitigate the influence of tumor cell number on migration assessment, we compared control and *Dorsal*^*IR*^ tumors of similar size. Upon Dorsal knock-down, at late stages, the three parameters showed a drastic decrease: the VNC score decreased 3-fold compared with control, reaching a low value similar to early-stage control tumors (Fig 4F). The frequency of invasion into LD decreased 7-fold and tumors from neighboring EADs often failed to merge (Fig 4A). Similarly, Dorsal overexpression (*Dorsal*^*OE*^) increased tumor cell mobility even at early stages (Day 6), while tumor size is signicantly smaller (Fig 4F), suggesting that (1) the increase in invasion is not simply a secondary consequence of higher cell number and (2) that the balance between invasion and tumor growth tilted toward invasion when tumor cells have high levels of Dorsal.

Given the functions of Dorsal in the tumor context, we wondered whether *Dorsal*^*OE*^ is sufficient to induce tumorigenesis. Although *Dorsal*^*OE*^ control clones were not bigger than *wt* clones, we systematically observed the formation of dysplastic GFP-labeled *Dorsal*^*OE*^ clones within the EADs that appeared as large-rounded cell masses often located basally (S4A and S4B Fig, yellow arrow). We hypothesize that they arise from the inhibition of differentiation. Moreover, in this context, we never observed *Dorsal*^*OE*^ cells in the VNC (VNC score in S4A Fig). Thus, Dorsal at high levels is sufficient to trigger dysplasia but not invasive hyperplastic tumors.

The epithelial-mesenchymal transition (EMT) transcription factor Snail has been implicated in promoting invasion of *Ras*^*V12*^*; lgl*^*-/-*^ tumors (a similar tumor model to *Ras*^*V12*^*; scrib*^*-/-*^ tumors) through stimulation of JNK signaling and EMT-like cytoskeleton remodeling [44]. Snail, along with Twist, another EMT transcription factor, are well-known targets of Dorsal that govern mesoderm invagination during developmental patterning in cells with the highest Dorsal activity [45–48]. Interestingly, knockdowns of both *snail* and *twist* significantly decreased *Ras*^*V12*^*; scrib*^*IR*^ tumor size (S5A and S5B Fig), mimicking *Dorsal* knockdown. At late stages, *twistIR Ras*^*V12*^*; scrib*^*IR*^ tumor also displayed a lower VNC score compared with control tumors, suggesting impaired tumor cell migration (S5B Fig).

### Dorsal and Chinmo can mutually engage each other, prevent differentiation, and promote tumor growth

The BTB transcription factor, Chinmo, has previously been found to be induced and repress differentiation in Ras and Raf-driven fly tumor models [43,49]. We therefore investigated the possible interrelationship between Dorsal and Chinmo. Large Dorsal-expressing clones consistently induced high Chinmo expression (Fig 6A). Conversely, Chinmo overexpression can further elevate Dorsal levels in *Ras*^*V12*^*; scrib*^*IR*^ tumors (Fig 6B). We noticed that similar to Dorsal-expressing clones (S4A,S4B), Chinmo expression alone, led to basal epithelial cell delamination and a failure of neuronal differentiation (S6A,S6B). Previous findings have demonstrated that Chinmo expression alone or in the context of Raf^GOF^ expression can effectively repress differentiation of the eye region of the EAD [44]. Consistent with these findings, we observe that further elevating Chinmo in *Ras*^*V12*^*; scrib*^*IR*^ tumors led to a complete block in neuronal differentiation (Fig 6B). We next addressed the potential role of Chinmo in *Ras*^*V12*^*; scrib*^*IR*^ tumors. Chinmo knockdown, effectively reduced Chinmo expression and strongly reduced tumor growth (S6C, and 6C Figs). Strikingly, knockdown of Chinmo almost completely reversed the lack of neuronal differentiation in *Ras*^*V12*^*; scrib*^*IR*^ *tumor*s. These experiments suggest that Dorsal promotes tumor growth through repressing cell death and differentiation as well as promoting EMT-like delamination and invasion in conjunction with Chinmo.

**Fig 6:**
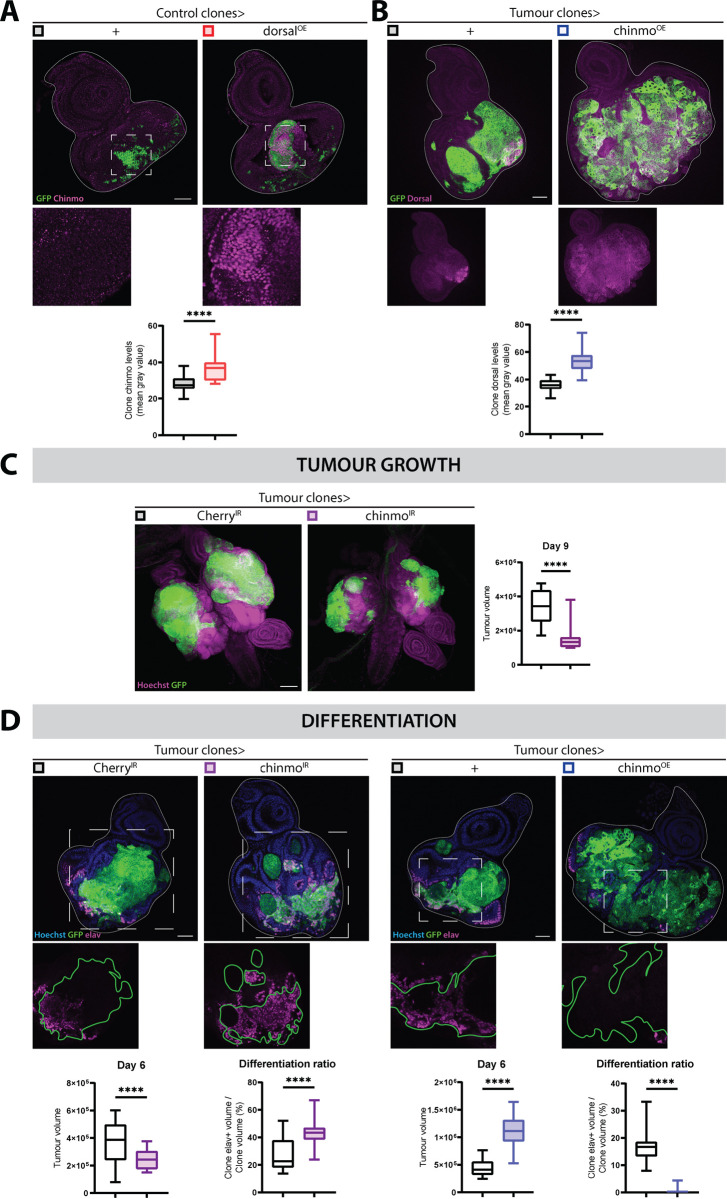
Dorsal and chinmo mutually influence each other’s expression, driving tumor growth while inhibiting differentiation. (A) Representative confocal pictures and quantifications of control clone chinmo levels (mean gray value) of GFP-labeled *wt* clones (*n* = 18, *m* = 28,39, SD = ±4,129) and *dorsal*^*OE*^ clones (*n* = 19, *m* = 36,66, SD = ±6,701) at Day 6. Chinmo (magenta) upregulation upon Dorsal overexpression in clones is visible in the insets bellow each image. Statistical significance was determined with an Unpaired *t* test with Welch’s correction. Scale bar = 50 µm. (B) Representative confocal images and quantifications of clone dorsal levels (mean gray value) of GFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 34, *m* = 36,09, SD = ± 4,009) and chinmo^OE^ *Ras*^*V12*^*; scrib*^*IR*^ tumors at Day 6 (*n* = 45, *m* = 53,93, SD = ± 7,683). Single channel image below shows a clear upregulation of Dorsal (magenta) upon chinmo overexpression in *Ras*^*V12*^*; scrib*^*IR*^ tumors. Statistical significance was identified with an Unpaired *t* test with Welch’s correction. Scale bar = 50 µm. (C) Representative confocal pictures and quantifications of tumor volumetrics for GFP-labeled *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 17, *m* = 3,429,819 µm^3^, SD = ±942,847 µm^3^) and *chinmo*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 11, *m* = 1,502,713 µm^3^, SD = ±797,983 µm^3^) at Day 9. The cephalic complex is counterstained with Hoechst (magenta). Statistical significance was assessed with a Mann–Whitney test. Scale bar = 100 µm. (D) Representative confocal images and quantifications of tumor volumetrics and clone elav+ volume coverage for GFP-labeled (left) *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (Volumetrics: (*n* = 30, *m* = 376,663 µm^3^, SD = ±142,575 µm^3^); Elav+ coverage: (*n* = 30, *m* = 27,28, SD = ±12,19)) and *chinmo*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (Volumetrics: (*n* = 25, *m* = 247,329 µm^3^), SD = ±69,250 µm^3^; Elav+ coverage: (*n* = 25, *m* = 44,25, SD = ±10,19)). Statistical significance for volumetrics was identified with an Unpaired *t* test with Welch’s correction and a Mann–Whitney test was used for clone elav+ coverage quantifications. Insets reveal an increase of elav+ (magenta) cells within the tumor upon chinmo^IR^; (right) *Ras*^*V12*^*; scrib*^*IR*^ tumors (Volumetrics: (*n* = 34, *m* = 439,561 µm^3^, SD = ±133,270 µm^3^); Elav+ coverage: (*n* = 44, *m* = 16,70, SD = ± 4,944)) and *chinmo*^*OE*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (Volumetrics: (*n* = 45, *m* = 1,118,657 µm^3^, SD = ± 247,752 µm^3^); Elav+ coverage: (*n* = 51, *m* = 0,4,118, SD = ± 0,6,376)). Statistical significance for volumetrics was identified with an Unpaired *t* test with Welch’s correction and a Mann–Whitney test was used for clone elav+ coverage quantifications. Insets show a decrease of elav+ (magenta) cells within the tumor upon chinmo^OE^. EAD nuclei were counterstained with Hoechst (blue). Scale bars = 50 µm.

We propose a model where the Dl^high^ tumor cells can stimulate JNK and Chinmo that in concert promotes tumor growth and invasion, in part through inhibition of differentiation and apoptosis (Fig 7A).

**Fig 7:**
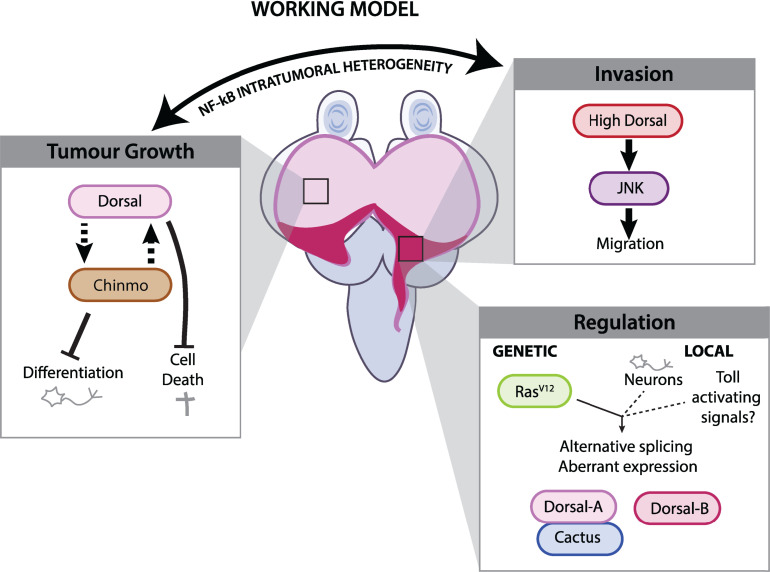
Working model.

In this working model, we propose that the protein level of the NF-kB Dorsal regulates different aspect of tumorigenesis. Invasion: In the most posterior part of the tumor, high levels of Dorsal promote invasion of the tumor cells in the adjacent organs through elevation of JNK signaling. Tumor growth: In the rest of the tumor where more intermediate levels of Dorsal are observed, Dorsal would stimulate tumor growth by repressing differentiation and apoptosis in concert with Chinmo. Regulation: At least, two factors seem to trigger aberrant levels of Dorsal within the tumors. Genetically, Ras^V12^ make tumor cells competent to accumulate higher levels of Dorsal throughout the entire tumor. Locally, a spatiotemporal control is exerted at the posterior part of the tumor where very high levels of Dorsal are reached. A possibility is an increase local Toll pathway activation triggered by high Spz concentration from the brain which will promote Dorsal expression. There, we observe alternative splicing of DlA versus DlB which segregate in different tumor subpopulations. We hypothesize that the heterogeneity in Dorsal isoforms and/or levels promote a balance between tumor growth and invasion favoring tumorigenesis.

## Discussion

Here, we establish that autonomous activation of the inflammatory Toll pathway plays a pivotal role in supporting the growth of *Ras*^*V12*^*; scrib*^*IR*^ tumors. The NF-kB transcription factor Dorsal, and key effectors of the Toll pathway, exhibit aberrant expression in this model. In this context, Dorsal activity facilitates tumor growth by preventing differentiation and promoting survival without measurable impact on proliferation. Additionally, Dorsal promotes invasion genetically dependent on the EMT factors Snail and Twist.

An exciting feature in this tumor model is tumor heterogeneity in both NF-kB protein composition (DlA and DlB) and Toll pathway activity (Dl^high^ cactus^high^ versus Dl^low^, Cactus^low^), as judged by classical target gene expression (*cactus* and *dorsal*) and stimulation of invasion. Dl is unevenly accumulated within the population of transformed cells in a spatial and regional manner and on at least two levels: there is a low-level DlA accumulation within the entire region of Ras^V12^ expression and a heightened level in the posterior region situated in the differentiating prospective eye region that is physically attached to the brain through the stalk. In this region, a notable accumulation of both splicing variants of Dl, DlA, and DlB is seen within distinct tumor cell populations.

While NF-kB protein heterogeneity within the same tumor has not been studied yet in solid mammal tumors, the NF-kB fingerprinting and their subsequent homo-/heterodimerization within diffuse large B cell lymphoma hold predictive values for the tumor cell response to microenvironmental activating cues [50]. With our study, this finding suggests that NF-kB composition heterogeneity might also occur in solid mammalian cancers and modulate their response to microenvironmental inflammation.

Moreover, heterogeneity in the level/activity of a single NF-kB mirrors observations in mammalian cancers. In pancreatic cancer, where oncogenic KRAS is the main driver, tumor heterogeneity is a central hallmark and frequently associated with variable NF-kB signaling. A central question is thus, what causes some cells to respond with inflammation whereas others do not? Possibilities include non-autonomous external input from nearby cells of the microenvironment or circulation versus intrinsic mechanisms. In vitro studies of KRAS^G12V^-transfected immortalized human pancreatic epithelial derived cells have demonstrated that variable levels of oncogenic KRAS can produce different outcomes. High KRAS^G12V^ expression can direct NF-kB signaling and EMT phenotypes driven in part by feed-forward loop through IL6 signaling, whereas lower level of KRAS activity retains epithelial character with lower level of NF-kB signaling dependent on IL1 [51].

In the *Ras*^*V12*^*, scrib*^*-/-*^ model, a “flip out” cassette turns on Ras^V12^ expression under control of the actin promoter in all cells with the same genetic dose, and by first principle should signal evenly. Yet, Ras^V12^-driven NF-kB expression is temporally and spatially controlled in a stereotypic pattern. One possibility is that this region is prepatterned to respond to increased levels of Ras^V12^ with a higher response. Indeed, in this region, we observe a higher level of pMAPK and where tumor region neurogenesis is incomplete as we do not observe fully formed ommatidia emphasizing the inhibitory effect of Dorsal on differentiation. In the prospective eye region, behind the morphogenetic furrow, founder R8 neurons recruit further neurons through Receptor Tyrosine Kinase-MAPK signaling that potentially could add up with Ras^V12^-MAPK signaling to reach a higher signaling levels [52].

Extrinsic regulation of Toll signaling does have a role in the *Ras*^*V12*^*, scrib*^*-/-*^ *t*umor model for growth. The Toll-activating components implicated in tumor growth, PGRP-SA and ModSP, are part of a bacterial recognition alert system. The observed overexpression of PGRP-SA in *Ras*^*V12*^; *scrib*^*IR*^ tumors may serve to locally increase the concentration of active cleaved Spz ligands, thereby stimulating Toll activation and promoting tumor growth. The source of activation governed by PGRP-SA and ModSP remains unknown. As the posterior part of the disc experience higher levels of apoptosis, we considered whether apoptotic cell death and debris could active PGRP-SA/ModSP—driven Toll sigaling in this context through death—induced danger signals and bacterial component mimicry, but inhibition of death through DIAP1 expression did not alter NFkB levels.

Notably, previous studies have identified PGRP-SA, Cactus, and Dorsal as positive targets of the Toll pathway [36]. Furthermore, it has been shown that the CNS serves as a significant source of Spz ligands that regulates *Ras*^*V12*^*; lgl*^*-/-*^ tumor migration tropism through Toll6 [35]. Hence, it is tempting to think that upon the onset of neurogenesis, tumor cells suddenly gain access to elevated levels of Spz concentration from the brain, significantly enhancing local Toll activation and subsequent PGRP-SA and Dorsal expression. This hypothesis may explain the spatial restriction of aberrant Dorsal expression to the posterior part of the tumor.

We have yet to assess whether DlA and DlB exert different functions within *Ras*^*V12*^; *scrib*^*IR*^ tumors, as our knockdowns and overexpression transgenes targeted both isoforms simultaneously. Consistent with previous reports, DlB expression in the tumor context is restricted to cell types from the nervous system. Colocalization of DlB with pJNK in neurons that seem prone to die allows us to speculate if both isoforms have distinct functions, that DlB may promote migration through JNK, while DlA may favor stemness and survival. Additionally, we cannot yet rule out the involvement of other NF-kBs, such as Dif and Relish in *Ras*^*V12*^*; scrib*^*IR*^ tumors.

Using splicing variants may be a mechanism to diversify the range of NF-kB actions in various contexts in *Drosophila*, as it possesses only three NF-kBs (Dorsal, Dif, and Relish). In contrast, mammalian NF-kBs are not reported to have splicing variants, although they possess five different NF-kBs. To our knowledge, the concept of intratumoral NF-kB heterogeneity remains relatively unexplored in mammalian cancer biology and the fly model offer an experimentally accessible model to investigate this question in vivo. Future research efforts will be crucial in elucidating the importance and mechanisms underlying intratumoral NF-kB heterogeneity during malignant transformation.

The *Ras*^*V12*^*, scrib*^*-/-*^ tumor model engages five known inflammatory pathways during transformation. Ras^V12^ directly drives MEK-ERK and PI3K-AKT signaling while engaging Toll-NFkB, whereas loss of cell polarity through scribbled initiates TNFR-JNK MAPK stress signaling and as a result, an Upd/IL6-JAK-STAT autocrine signaling loop altogether favoring malignant transformation.

In conclusion, the findings herein extend the understanding of how innate immune signaling is engaged by and cooperates with oncogenic Ras and opens up for more detailed mechanistic studies in a genetically tractable preclincial tumor model with clear parallels to human cancer.

## Materials and methods

### *Drosophila* lines

The EyMARCM system is known to generate flip-out clones in the adjacent OLs of the CNS in addition to the eye discs [53]. For assessing tumor cell migration from true carcinoma cells arising from the eye disc epithelium, we therefore used another genetic system designed in our lab, called EyaHost, that generates flip-out tumors exclusively in the EAD but not in the CNS [54].

Unless otherwise specified, crosses were conducted at 25°C by default; however, for enhanced knockdown efficiency, most knockdown experiments were carried out at 29°C, as detailed in the figures and legends.

- EyMARCM *Drosophila* lines

Ey,flp; act>STOP>Gal4, UAS-GFP; FRT82B Tub-Gal80ts [34]

Ey,flp, UAS-Dcr2; act>STOP>Gal4, UAS-GFP; FRT82B Tub-Gal80ts;

Sp/CyO, Dfd-YFP; UAS-Ras^V12^ FRT82B scrib^2^/TM6C [55];

UAS-PGRP-SA^IR^; UAS-Ras^V12^ FRT82B scrib^2^/TM6C (BDSC#60,037);

UAS-modSP^IR^; UAS-Ras^V12^ FRT82B scrib^2^/TM6C (VDRC GD#43,972);

UAS-pelle^IR^; UAS-Ras^V12^ FRT82B scrib^2^/TM6C (BDSC#50,715);

UAS-RFP^IR^; UAS-Ras^V12^ FRT82B scrib^2^/TM6C (BDSC#67,852);

UAS-Ras^V12^; FRT82B scrib^1^/TM6C [56];

UAS-Ras^V12^; FRT82B;

FRT82B scrib^1^/TM6C

FRT82B

- EyaHOST *Drosophila* lines

Eya-KD; QUAS-Gal4 (Eya-KD our own lab, QUAS-Gal4 BDSC#83132 [57];

QUAS-Ras^V12^; Eya-KD; QUAS-Gal4 (QUAS-Ras^V12^ from Peter Galant);

QUAS-Ras^V12^; Eya-KD, QUAS-scrib^IR^; QUAS-Gal4 (QUAS-scrib^IR^ from our own lab);

QUAS-Ras^V12^; Eya-KD, QUAS-scrib^IR^;

QUAS-Ras^V12^; Eya-KD, QUAS-scrib^IR^; QUAS-Gal4, UAS-Dcr2 (UAS-Dcr2 BDSC#24651)

Act>|STOP>|QF, QUAS-mCD8::GFP;; (Act>|STOP>|QF from our own lab, QUAS-mCD8::GFP BDSC#30001)

Act>|STOP>|QF, QUAS-mCD8::GFP; UAS-dorsal; (BDSC#9319)

Act>|STOP>|QF, QUAS-mCD8::GFP; UAS-modSP; [58]

Act>|STOP>|QF, QUAS-mCD8::GFP; UAS-diap1^OE^; (BDSC#6657)

Act>|STOP>|QF, QUAS-mCD8::GFP;; UAS-cherry^IR^ (BDSC#35785)

Act>|STOP>|QF, QUAS-mCD8::GFP;; UAS-dorsal^IR-1^ (BDSC#32934)

Act>|STOP>|QF, QUAS-mCD8::GFP;; UAS-dorsal^IR-2^ (BDSC#27650)

Act>|STOP>|QF, QUAS-mCD8::GFP;; UAS-snail^IR^ (VDRC GD#6232)

Act>|STOP>|QF, QUAS-mCD8::GFP;; UAS-twist^IR-1^ (BDSC#51164)

Act>|STOP>|QF, QUAS-mCD8::GFP;; UAS-twist^IR-2^ (BDSC#25981)

Act>|STOP>|QF, QUAS-mCD8::GFP, ey-FLP;; UAS-chinmo^IR-1^ (BDSC#33638)

Act>|STOP>|QF, QUAS-mCD8::GFP, ey-FLP;; QUAS-chinmo^OE^ (BDSC#64777)

Act>|STOP>|QF, QUAS-Tag2BFP;; genomic-dorsal::GFP (BDSC#42677)

Act>|STOP>|QF, QUAS-Tag2BFP;; genomic-cactus::GFP (VDRC fTRG 318,145)

Act>|STOP>|QF, Ey-flp, QUAS- Tag2BFP; TRE-eGFP; (QUAS-Tag2BFP our own lab, TRE-eGFP BDSC#59010)

### Immunohistochemistry

Inverted larvae heads were fixed 30 min in 4% paraformaldehyde/PBS at room temperature on a shaker. After washes, fine dissection of single EADs (for early-stage tumors at Day 6) or whole cephalic complexes (at later stages) was conducted in PBS. The tissues were then incubated with a solution of primary antibody in 0,5% Triton X-100/PBS overnight at 4°C. Noteworthy, for primary antibodies that presented penetration defects (marked with * below), we incubated the tissues in 0,5% Triton X-100/PBS overnight at 4°C prior to primary antibody stainings. Similarly, secondary antibody stainings were done in 0,5% Triton X-100/PBS overnight at 4°C. Samples were then mounted in Vectashield or equivalent mounting media for imaging.

Primary antibodies were used at the following dilutions: anti-DlA mouse antibody (1:50, DSHB 7A4), anti-DlB rabbit antibody (1:1,000, S.Wasserman [32]), anti-pH3 rat (1:200 abcam 10,543), anti-chinmo guinea pig (1:200, Claude Desplan), anti-Elav rat (1:50, DSHB 7E8A10), anti-cleaved Dcp1 rabbit (1:100, Cell Signaling 9,578), anti-phosphoJNK mouse (1:100, Cell Signaling 9,255), and anti-MMP1 mouse (used in a mix 1:1:1, DSHB 3B8D12, DSHB 3A6B4, and DHSB 5H7B11). Secondary antibodies were all from Jackson ImmunoResearch and Thermofisher.

### RNA sequencing and data analysis

Third instar larval eye discs of the indicated genotypes were manually isolated and RNA was extracted using Qiagen RNAmini kits. TruSeq RNA Library Prep Kit (Illumina) was used to prepare libraries, and sequencing was performed on an Illumina MiSeq system. Raw data were analyzed with the Tuxedo suite (RRID:SCR_013194) and reads were mapped to *Drosophila* genome release 5.2. Expression was recorded as FPKM: fragments per kilo-base per million reads (S2 Table). The RNASeq data discussed in this publication have been deposited in NCBI´s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE291665.

### Imaging

Samples were imaged on Zeiss LSM880 and Zeiss LSM980 confocal microscopes as well as on Nikon HCI SoRa spinning disc microscope. They were further processed on FIJI.

### Tumor volume analysis

Z-stacks were acquired with a 3-µm step for early-stage tumors (Day 6) and a 4-µm step for late-stage tumors (after Day 6). Tumor volume was estimated using a FIJI Macro [59], which automatically performs threshold-based 3D reconstruction of the GFP+ signal, followed by volume measurements (3D Object counter plugin). Before 3D reconstruction, the FIJI Macro applies two consecutive Gaussian blur steps (sigma = 2) to reduce noise.

### Image processing

#### • Fluorescence intensity measurements and heatmaps.

Fluorescence intensity measurements were performed using a FIJI Macro, which subtracts background intensity to the signal of interest inside or outside the tumor, using a tumor mask generated from intensity thresholding. When comparing values across different conditions, they were normalized to the mean value of the control condition, ensuring the control mean is set at 1. In Fig 2B and 2C, the tumors were split in two compartments “high” and “low”, according to arbitrarily set intensity thresholds (250 for DlA, 10,000 for DlB). Normalized mean intensities were then automatically quantified within the different compartments: tumorHigh, tumorLow, and TME. DlA and DlB intensity heatmaps were generated after background subtraction, using the Fire LUT in FIJI.

#### • Colocalization analysis.

Colocalization analyses were performed using a FIJI Macro, which automatically computed the PCC between two channels of a confocal image using the “coloc2” plugin. The PCC, ranging from −1 to 1, denotes the degree of colocalization between signals. A higher absolute value indicates stronger colocalization, with the sign indicating correlation direction (“−” for anti-correlation, “+” for correlation).

#### • Proliferation, differentiation, and apoptosis ratio.

The proliferation, differentiation, and apoptosis ratio are defined as the area of the meaningful marker within the tumor (pH3, Elav, and cDcp, respectively) divided by the area of the tumor. These ratios were measured with a FIJI Macro which measures both the tumor area and the tumor marker area using an automatic-thresholding. For Fig 3A, 3B, and 3C, measurements were conducted on single confocal pictures, whereas, for S1 Fig, the apoptosis ratio was measured on the Z-projection of confocal Z-stacks.

#### • Migration score.

Migration of the VNC and LD was manually scored on Z-projection (Max Intensity mode) of confocal Z-stacks.

### Image analysis with PECAn

For image quantification, we additionally used the recently published PECAn software, which has been specifically designed for clonal analysis [60]. PECAn was used to quantify tumor volumes, marker segmentation (cDcp1 and elav), and fluorescence intensity. The standard tutorial and parameters have been used in the different analyses.

### Statistical analysis

At least, two biological replicates were performed for each experiment. According to the normality and size of the datasets, appropriate statistical tests were applied using GraphPad Prism9 and are indicated in the figure legends. Graphs were also generated on GraphPad Prism9 and are presented as boxplots (10–90 percentile) or dot plots indicating the mean of the datasets. Statistical significance was categorized as follows: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and n.s. when not significant.

## Supporting information

S1 Fig Localization of DlA, DlB, and Cactus. **(A)** Representative confocal pictures of GFP-labeled *Ras*^*V12*^*; scrib*^*-/-*^ tumors (*n* = 10 EADs) at Day 6, generated with the conventional EyMARCM genetic system and stained for DlA (magenta) and Hoechst (blue). Consistent with the data generated with our new EyaHost genetic system in Fig 2, DlA levels are aberrant in the tumors. The tumor is outlined with a straight white line. Scale bars = 50 µm. **(B)** Representative confocal pictures of GFP-labeled *Ras*^*V12*^*; scrib*^*IR*^ tumors at Day 6, generated with our novel EyaHost genetic system and stained for DlA (green), DlB (magenta), and Hoechst (blue). The tumor cells that already migrated inside the optic lobe of the CNS express high levels of DlA or DlB, suggesting their potential involvement in tumor cell migration. Scale bars = 50 µm. **(C)** Representative confocal pictures of BFP-labeled *genomic-cactus::GFP, Ras*^*V12*^*; scrib*^*IR*^ tumors stained for DlB (magenta) at Day 6 (upper line) (*n* = 6 EADs) or stained for DlA (magenta) at Day 8 (lower line) (*n* = 6 EADs). The tumor is outlined with a straight white line. Scale bars = 20 µm.
(EPS)

S2 Fig The endogenous Dl reporter used in this study is a DlA specific reporter. **(A)** Representative confocal pictures of BFP-labeled *genomic-dorsal::GFP Ras*^*V12*^*; scrib*^*IR*^ tumors at Day 6, stained for DlA (magenta) and DlB (blue). The tumor is outlined with the straight white line. Scale bars = 50 µm. **(B)** Colocalization analyses assessed with the Pearson’s correlation coefficient reveal a good colocalization between DlA and Dorsal::GFP (*n* = 24, *m* = 0,44, SD = ±0,06) and no colocalization between DlB and Dorsal::GFP in the tumors (*n* = 24, *m* = 0,09, SD = ±0,07) suggesting that this reporter is a DlA specific fusion protein. Statistical significance was determined with an unpaired *T* test with Welch’s correction.
(EPS)

S3 Fig Dorsal knockdown efficiency, and pelle knockdown mimics the function of Dorsal on differentiation and survival. **(A)** Representative confocal pictures and quantification of the mean DlA intensity of GFP-labeled *cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 6, *m* = 1,00, SD = ±0,14) and *dorsal*^*IR-1*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 6, *m* = 0,54, SD = ±0,03) as well as *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ *Dcr2* control tumors (*n* = 5, *m* = 1,00, SD = ±0,14) and *dorsal*^*IR-2*^ *Ras*^*V12*^*; scrib*^*IR*^ *Dcr2* tumors (*n* = 6, *m* = 0,32, SD = ±0,05) at Day 6 (29°C). Intensity normalization was done by subtracting the background intensity on each picture and finally dividing each data point by the mean intensity value for the control tumors for each replicate. Statistical significance was determined with a Mann–Whitney test. Scale bars = 20 µm. **(B)** Representative confocal pictures and quantification of the mean DlB intensity of GFP-labeled *cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 7, *m* = 1,00, SD = ±0.19) and *dorsal*^*IR-1*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 9, *m* = 0.40, SD = ±0.12) as well as *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ *Dcr2* control tumors (*n* = 5, *m* = 1.00, SD = ±0.31) and *dorsal*^*IR-2*^ *Ras*^*V12*^*; scrib*^*IR*^ *Dcr2* tumors (*n* = 6, *m* = 0.54, SD = ±0.15) at Day 6 (29°C). Intensity normalization was done by subtracting the background intensity on each picture and finally dividing each data point by the mean intensity value for the control tumors for each replicate. Statistical significance was determined with a Mann–Whitney test. Scale bars = 20 µm. **(C)** Z-projection of representative confocal pictures of GFP-labeled *RFP*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors and *pelle*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors at Day 6 (29°C), stained for Elav (green) and cDcp1 (magenta). The tumor is outlined with a straight white line. Quantification of the apoptosis ratio of *RFP*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 16, *m* = 4,97%, SD = ±2,23%) and *pelle*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 15, *m* = 17,84%, SD = ±4,16%) at Day 6 (29°C). Here, the apoptosis ratio is defined as the ratio between the cDcp1 area within the tumor and the area of the tumor itself. Statistical significance was determined with an unpaired *T* test with Welch’s correction. Quantification of the differentiation ratio of *RFP*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ control tumors (*n* = 5, *m* = 18,04%, SD = ±5,99%) and *pelle*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ tumors (*n* = 8, *m* = 44,14%, SD = ±8,83%) at Day 6 (29°C). Here, the differentiation ratio is defined as the ratio between the Elav area within the tumor and the area of the tumor itself. Statistical significance was determined with a Mann–Whitney test. Scale bars = 50 µm.
(EPS)

S4 Fig Dorsal is sufficient to induce dysplasia, delamination, death inhibition, but not overgrowth and invasion. **(A)** Representative confocal pictures and quantification of the mean clone volume of GFP-labeled *wt* clones (*n* = 20, *m* = 5,59 × 10^5^ µm^3^, SD = ±0,69 × 10^5^ µm^3^) and *dorsal*^*OE*^ clones (*n* = 30, *m* = 4,87 × 10^5^ µm^3^, SD = ±0,66 × 10^5^ µm^3^) at Day 6, stained for DlA (magenta) and Hoechst (blue). Dysplastic clones are observed in 100% of the *dorsal*^*OE*^ clones-bearing EADs. GFP-labeled cells are never found in the VNC as indicated with the VNC score values. Scale bars = 50 µm. **(B)** Reconstruction of an orthogonal view of *wt* clones and *dorsal*^*OE*^ clones representing the EAD tissue (magenta) and the GFP-labeled clones (green). GFP-labeled cells extend from the apical to the basal side of the pseudostratified epithelium of the EAD of *wt* clones whereas some *Dorsal*^*OE*^ clones spread basally (yellow arrowhead). **(C)** (left) Representative confocal pictures and quantification of clone elav+ volume coverage for GFP-labeled *wt* clones (*n* = 23, *m* = 45,63, SD = ± 8,418) and *dorsal*^*OE*^ clones (*n* = 23, *m* = 27,27, SD = ±9,166). Images show that part of the cells in *dorsal*^*OE*^ clones do not differentiate and are elav (red) negative post-furrow. Statistical significance was assessed via a Mann–Whitney test; (right) Representative confocal images and quantification of elav+ volume coverage post-furrow for GMR-Gal4 *wt* (*n* = 21, *m* = 26,88, SD = ±4,182) and Dorsal^OE^ EAD (*n* = 12, *m* = 28,27, SD = ±2,994). Images show no change in differentiation status elav+ (red) cells upon post-furrow upregulation of dorsal. The statistical test used was a *t* test with Welch’s correction. Scale bars = 50 µm. **(D)** (left) Representative confocal images and quantification of the density of post-furrow dying cells as measured through Dcp1 cleavage (cDcp1 - red) in GMR-Gal4 *wt* (*n* = 19, *m* = 0,0005874, SD = ± 0,0003230) and Dorsal^OE^ (*n* = 9, *m* = 0,0003489, SD = ± 0,0001982) EAD. Statistical significance was assessed via a Mann–Whitney test. Representative image shows a reduction in cDcp1 cells post furrow upon Dorsal^OE^. Scale bar = 50 µm; (right) Adult *Drosophila* eye of GMR-Gal4 *wt* and Dorsal^OE^.
(EPS)

S5 Fig Snail and Twist genetically contribute to tumor growth. **(A)** Representative confocal pictures and quantification of the mean tumor volume of GFP-labeled *cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 12, *m* = 4,83 × 10^5^ µm^3^, SD = ±1,52 × 10^5^ µm^3^) and *snail*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 9, *m* = 1,41 × 10^5^ µm^3^, SD = ±0,65 × 10^5^ µm^3^). Statistical significance was determined with a Mann–Whitney’s test. **(B)** Representative confocal pictures and quantification the mean tumor volume of GFP-labeled *cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 20, *m* = 7,17 × 10^7^ µm^3^, SD = ±1,22 × 10^7^ µm^3^) and *twist*^*IR-1*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 7, *m* = 1,81 × 10^7^ µm^3^, SD = ±0,83 × 10^7^ µm^3^) as well as *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ *Dcr2* control tumors (*n* = 24, *m* = 6,89 × 10^7^ µm^3^, SD = ±1,12 × 10^7^ µm^3^) and twist^*IR-2*^ *Ras*^*V12*^*; scrib*^*IR*^ *Dcr2* tumors (*n* = 13, *m* = 3,98 × 10^7^ µm^3^, SD = ±1,43 × 10^7^ µm^3^). VNC invasion scores are indicated. Statistical significance was determined with a Mann–Whitney’s test. Scale bars = 50 µm.
(EPS)

S6 Fig Chinmo is sufficient to induce failure of differentiation, delamination and is induced in *Ras*^*V12*^ *scrib*^*RNAi*^ tumors. **(A)** Representative confocal images and quantification of clone volume and clone elav+ (red) volume coverage for GFP-labeled *wt* (Clone volume: (*n* = 35, *m* = 218,698 µm^3^, SD = ±49,325 µm^3^); Elav+ coverage: (*n* = 35, *m* = 21,14, SD = ± 4,280)) and *chinmo*^*OE*^ clones (Clone volume: (*n* = 30, *m* = 46,875 µm^3^, SD = ±14,343 µm^3^); Elav+ coverage: (*n* = 30, *m* = 3,242, SD = ± 1,774)). Representative images show a reduction in clone volume and a failure of differentiation upon chinmo^OE^. A *t* test with Welch’s correction was used to assess statistical significance for clone volumetrics and a Mann–Whitney test was used to assess statistical significance for clone elav+ volume coverage. Scale bar = 50 µm. **(B)** Orthogonal apical-basal view of the EAD bearing GFP-labeled *wt* clones or chinmo^OE^ clones. A clear delamination behavior can be observed by chinmo^OE^ clones. The EAD nuclei were counterstained with Hoechst (magenta). **(C)** Representative confocal images and quantification of clone chinmo levels (mean gray value) in GFP-labeled *wt Cherry*^*IR*^ *clones* (*n* = 18, *m* = 10,61, SD = ± 1,623), *Cherry*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 33, *m* = 23,60, SD = ± 6,810), and *Chinmo*^*IR*^ *Ras*^*V12*^*; scrib*^*IR*^ (*n* = 27, *m* = 14,36, SD = ± 4,821) tumors. Statistical significance was assessed with a Kruskal–Wallis and Dunn’s multiple comparison test. Scale bar = 50 µm.
(EPS)

S1 Table Select list of genes previously reported to have a role in *Drosophila* tumor models alongside Toll pathway components.

S2 Table Metadata RNASeq FKPM values.

S3 Table Key resources.

S1 Data

## Abbreviations

CNS: central nervous system
EAD: eye-antennal disc
EMT: Epithelial-mesenchymal transition
GEO: Gene Expression Omnibus
OL: optic lobe
PCC: Pearson’s correlation coefficient
TME: tumor microenvironment
VNC: ventral nerve cord

## References

[1] HanahanD. Hallmarks of cancer: new dimensions. Cancer Discov. 2022;12(1):31–46. doi: 10.1158/2159-8290.CD-21-1059 35022204

[2] ZhaoH, WuL, YanG, ChenY, ZhouM, WuY, et al. Inflammation and tumor progression: signaling pathways and targeted intervention. Signal Transduct Target Ther. 2021;6(1):263. doi: 10.1038/s41392-021-00658-5 34248142 PMC8273155

[3] AggarwalBB, SungB. NF-κB in cancer: a matter of life and death. Cancer Discov. 2011;1(6):469–71. doi: 10.1158/2159-8290.CD-11-0260 22586649 PMC3392037

[4] XiaL, TanS, ZhouY, LinJ, WangH, OyangL, et al. Role of the NFκB-signaling pathway in cancer. Onco Targets Ther. 2018;11:2063–73. doi: 10.2147/OTT.S161109 29695914 PMC5905465

[5] GuL, WangZ, ZuoJ, LiH, ZhaL. Prognostic significance of NF-κB expression in non-small cell lung cancer: a meta-analysis. PLoS One. 2018;13(5):e0198223. doi: 10.1371/journal.pone.0198223 29813121 PMC5973575

[6] SarkarDK, JanaD, PatilPS, ChaudhariKS, ChattopadhyayBK, ChikkalaBR, et al. Role of NF-κB as a prognostic marker in breast cancer: a pilot study in indian patients. Indian J Surg Oncol. 2013;4(3):242–7. doi: 10.1007/s13193-013-0234-y 24426730 PMC3771050

[7] BoukercheH, SuZ, EmdadL, SarkarD, FisherPB. RETRACTED: mda-9/Syntenin regulates the metastatic phenotype in human melanoma cells by activating nuclear factor-kappaB. Cancer Res. 2007;67(4):1812–22. doi: 10.1158/0008-5472.CAN-06-3875 17308124

[8] HuangS, PettawayCA, UeharaH, BucanaCD, FidlerIJ. Blockade of NF-kappaB activity in human prostate cancer cells is associated with suppression of angiogenesis, invasion, and metastasis. Oncogene. 2001;20(31):4188–97. doi: 10.1038/sj.onc.1204535 11464285

[9] HuberMA, AzoiteiN, BaumannB, GrünertS, SommerA, PehambergerH, et al. NF-kappaB is essential for epithelial-mesenchymal transition and metastasis in a model of breast cancer progression. J Clin Invest. 2004;114(4):569–81. doi: 10.1172/JCI21358 15314694 PMC503772

[10] BiswasDK, ShiQ, BailyS, StricklandI, GhoshS, PardeeAB, et al. NF-kappa B activation in human breast cancer specimens and its role in cell proliferation and apoptosis. Proc Natl Acad Sci U S A. 2004;101(27):10137–42. doi: 10.1073/pnas.0403621101 15220474 PMC454178

[11] CuiX, ShenD, KongC, ZhangZ, ZengY, LinX, et al. NF-κB suppresses apoptosis and promotes bladder cancer cell proliferation by upregulating survivin expression in vitro and in vivo. Sci Rep. 2017;7:40723. doi: 10.1038/srep40723 28139689 PMC5282527

[12] TalukdarS, DasSK, PradhanAK, EmdadL, WindleJJ, SarkarD, et al. MDA-9/Syntenin (SDCBP) is a critical regulator of chemoresistance, survival and stemness in prostate cancer stem cells. Cancers (Basel). 2019;12(1):53. doi: 10.3390/cancers12010053 31878027 PMC7017101

[13] GermaniF, HainD, SternlichtD, MorenoE, BaslerK. The Toll pathway inhibits tissue growth and regulates cell fitness in an infection-dependent manner. Elife. 2018;7:e39939. doi: 10.7554/eLife.39939 30451683 PMC6279345

[14] MeyerSN, AmoyelM, BergantiñosC, de la CovaC, SchertelC, BaslerK, et al. An ancient defense system eliminates unfit cells from developing tissues during cell competition. Science. 2014;346(6214):1258236. doi: 10.1126/science.1258236 25477468 PMC5095928

[15] AlparL, BergantiñosC, JohnstonLA. Spatially restricted regulation of spätzle/toll signaling during cell competition. Dev Cell. 2018;46(6):706–719.e5. doi: 10.1016/j.devcel.2018.08.001 30146479 PMC6156939

[16] Bentires-AljM, BarbuV, FilletM, ChariotA, RelicB, JacobsN, et al. NF-kappaB transcription factor induces drug resistance through MDR1 expression in cancer cells. Oncogene. 2003;22(1):90–7. doi: 10.1038/sj.onc.1206056 12527911

[17] BednarskiBK, DingX, CoombeK, BaldwinAS, KimHJ. Active roles for inhibitory kappaB kinases alpha and beta in nuclear factor-kappaB-mediated chemoresistance to doxorubicin. Mol Cancer Ther. 2008;7(7):1827–35. doi: 10.1158/1535-7163.MCT-08-0321 18644995 PMC2581801

[18] XiaY-Z, NiK, GuoC, ZhangC, GengY-D, WangZ-D, et al. Alopecurone B reverses doxorubicin-resistant human osteosarcoma cell line by inhibiting P-glycoprotein and NF-kappa B signaling. Phytomedicine. 2015;22(3):344–51. doi: 10.1016/j.phymed.2014.12.011 25837271

[19] BaudV, KarinM. Is NF-kappaB a good target for cancer therapy? Hopes and pitfalls. Nat Rev Drug Discov. 2009;8(1):33–40. doi: 10.1038/nrd2781 19116625 PMC2729321

[20] RasmiRR, SakthivelKM, GuruvayoorappanC. NF-κB inhibitors in treatment and prevention of lung cancer. Biomed Pharmacother. 2020;130:110569. doi: 10.1016/j.biopha.2020.110569 32750649

[21] BilderD, OngK, HsiT-C, AdigaK, KimJ. Tumour-host interactions through the lens of *Drosophila*. Nat Rev Cancer. 2021;21(11):687–700. doi: 10.1038/s41568-021-00387-5 34389815 PMC8669834

[22] DillardC, ReisJGT, RustenTE. RasV12; scrib-/- tumors: a cooperative oncogenesis model fueled by tumor/host interactions. Int J Mol Sci. 2021;22(16):8873. doi: 10.3390/ijms22168873 34445578 PMC8396170

[23] La MarcaJE, RichardsonHE. Two-faced: roles of JNK signalling during tumourigenesis in the *Drosophila* model. Front Cell Dev Biol. 2020;8:42. doi: 10.3389/fcell.2020.00042 32117973 PMC7012784

[24] Pastor-ParejaJC, WuM, XuT. An innate immune response of blood cells to tumors and tissue damage in *Drosophila*. Dis Model Mech. 2008;1(2–3):144–54; discussion 153. doi: 10.1242/dmm.000950 19048077 PMC2562178

[25] CorderoJB, MacagnoJP, StefanatosRK, StrathdeeKE, CaganRL, VidalM. Oncogenic Ras diverts a host TNF tumor suppressor activity into tumor promoter. Dev Cell. 2010;18(6):999–1011. doi: 10.1016/j.devcel.2010.05.014 20627081 PMC3175220

[26] KhezriR, HollandP, SchoborgTA, AbramovichI, TakátsS, DillardC, et al. Host autophagy mediates organ wasting and nutrient mobilization for tumor growth. EMBO J. 2021;40(18):e107336. doi: 10.15252/embj.2020107336 34309071 PMC8441431

[27] HollandP, QuintanaEM, KhezriR, SchoborgTA, RustenTE. Computed tomography with segmentation and quantification of individual organs in a *D. melanogaster* tumor model. Sci Rep. 2022;12(1):2056. doi: 10.1038/s41598-022-05991-5 35136137 PMC8825794

[28] MinakhinaS, StewardR. Nuclear factor-kappa B pathways in *Drosophila*. Oncogene. 2006;25(51):6749–57. doi: 10.1038/sj.onc.1209940 17072326

[29] HetruC, HoffmannJA. NF-kappaB in the immune response of *Drosophila*. Cold Spring Harb Perspect Biol. 2009;1(6):a000232. doi: 10.1101/cshperspect.a000232 20457557 PMC2882123

[30] ValanneS, WangJ-H, RämetM. The *Drosophila* Toll signaling pathway. J Immunol. 2011;186(2):649–56. doi: 10.4049/jimmunol.1002302 21209287

[31] GrossI, GeorgelP, Oertel-BuchheitP, SchnarrM, ReichhartJM. Dorsal-B, a splice variant of the *Drosophila* factor Dorsal, is a novel Rel/NF-kappaB transcriptional activator. Gene. 1999;228(1–2):233–42. doi: 10.1016/s0378-1119(98)00595-2 10072776

[32] ZhouB, LindsaySA, WassermanSA. Alternative NF-κB isoforms in the *Drosophila* neuromuscular junction and brain. PLoS One. 2015;10(7):e0132793. doi: 10.1371/journal.pone.0132793 26167685 PMC4500392

[33] BrumbyAM, RichardsonHE. Scribble mutants cooperate with oncogenic Ras or Notch to cause neoplastic overgrowth in *Drosophila*. EMBO J. 2003;22(21):5769–79. doi: 10.1093/emboj/cdg548 14592975 PMC275405

[34] PagliariniRA, XuT. A genetic screen in *Drosophila* for metastatic behavior. Science. 2003;302(5648):1227–31. doi: 10.1126/science.1088474 14551319

[35] Mishra-GorurK, LiD, MaX, YarmanY, XueL, XuT. Spz/Toll-6 signal guides organotropic metastasis in *Drosophila*. Dis Model Mech. 2019;12(10):dmm039727. doi: 10.1242/dmm.039727 31477571 PMC6826028

[36] De GregorioE, SpellmanPT, TzouP, RubinGM, LemaitreB. The Toll and Imd pathways are the major regulators of the immune response in *Drosophila*. EMBO J. 2002;21(11):2568–79. doi: 10.1093/emboj/21.11.2568 12032070 PMC126042

[37] ScottML, FujitaT, LiouHC, NolanGP, BaltimoreD. The p65 subunit of NF-kappa B regulates I kappa B by two distinct mechanisms. Genes Dev. 1993;7(7A):1266–76. doi: 10.1101/gad.7.7a.1266 8319912

[38] GhoshS, MayMJ, KoppEB. NF-kappa B and Rel proteins: evolutionarily conserved mediators of immune responses. Annu Rev Immunol. 1998;16:225–60. doi: 10.1146/annurev.immunol.16.1.225 9597130

[39] KülshammerE, MundorfJ, KilincM, FrommoltP, WagleP, UhlirovaM. Interplay among *Drosophila* transcription factors Ets21c, Fos and Ftz-F1 drives JNK-mediated tumor malignancy. Dis Model Mech. 2015;8(10):1279–93. doi: 10.1242/dmm.020719 26398940 PMC4610234

[40] UhlirovaM, BohmannD. JNK- and Fos-regulated Mmp1 expression cooperates with Ras to induce invasive tumors in *Drosophila*. EMBO J. 2006;25(22):5294–304. doi: 10.1038/sj.emboj.7601401 17082773 PMC1636619

[41] SrivastavaA, Pastor-ParejaJC, IgakiT, PagliariniR, XuT. Basement membrane remodeling is essential for *Drosophila* disc eversion and tumor invasion. Proc Natl Acad Sci USA. 2007;104(8):2721–6. doi: 10.1073/pnas.0611666104 17301221 PMC1815248

[42] KülshammerE, UhlirovaM. The actin cross-linker Filamin/Cheerio mediates tumor malignancy downstream of JNK signaling. J Cell Sci. 2013;126(Pt 4):927–38. doi: 10.1242/jcs.114462 23239028

[43] DoggettK, TurkelN, WilloughbyLF, EllulJ, MurrayMJ, RichardsonHE, et al. BTB-Zinc finger oncogenes are required for ras and notch-driven tumorigenesis in *Drosophila*. PLoS One. 2015;10(7):e0132987. doi: 10.1371/journal.pone.0132987 26207831 PMC4514741

[44] WuC, DingX, LiZ, HuangY, XuQ, ZouR, et al. CtBP modulates Snail-mediated tumor invasion in *Drosophila*. Cell Death Discov. 2021;7(1):202. doi: 10.1038/s41420-021-00516-x 34349099 PMC8339073

[45] JiangJ, KosmanD, IpYT, LevineM. The dorsal morphogen gradient regulates the mesoderm determinant twist in early *Drosophila* embryos. Genes Dev. 1991;5(10):1881–91. doi: 10.1101/gad.5.10.1881 1655572

[46] IpYT, ParkRE, KosmanD, YazdanbakhshK, LevineM. dorsal-twist interactions establish snail expression in the presumptive mesoderm of the *Drosophila* embryo. Genes Dev. 1992;6(8):1518–30. doi: 10.1101/gad.6.8.1518 1644293

[47] StathopoulosA, LevineM. Whole-genome analysis of *Drosophila* gastrulation. Curr Opin Genet Dev. 2004;14(5):477–84. doi: 10.1016/j.gde.2004.07.004 15380237

[48] HongJ-W, HendrixDA, PapatsenkoD, LevineMS. How the Dorsal gradient works: insights from postgenome technologies. Proc Natl Acad Sci USA. 2008;105(51):20072–6. doi: 10.1073/pnas.0806476105 19104040 PMC2629255

[49] EnomotoM, TakemotoD, IgakiT. Interaction between Ras and Src clones causes interdependent tumor malignancy via Notch signaling in *Drosophila*. Dev Cell. 2021;56(15):2223-2236.e5. doi: 10.1016/j.devcel.2021.07.002 34324859

[50] JayawantE, PackA, ClarkH, KennedyE, GhodkeA, JonesJ, et al. NF-κB fingerprinting reveals heterogeneous NF-κB composition in diffuse large B-cell lymphoma. Front Oncol. 2023;13:1181660. doi: 10.3389/fonc.2023.1181660 37333821 PMC10272839

[51] SiddiquiI, ErreniM, KamalMA, PortaC, MarchesiF, PesceS, et al. Differential role of Interleukin-1 and Interleukin-6 in K-Ras-driven pancreatic carcinoma undergoing mesenchymal transition. Oncoimmunology. 2017;7(2):e1388485. doi: 10.1080/2162402X.2017.1388485 29308316 PMC5749654

[52] TreismanJE. Retinal differentiation in *Drosophila*. Wiley Interdiscip Rev Dev Biol. 2013;2(4):545–57. doi: 10.1002/wdev.100 24014422 PMC3909661

[53] NewsomeTP, AslingB, DicksonBJ. Analysis of *Drosophila* photoreceptor axon guidance in eye-specific mosaics. Development. 2000;127(4):851–60. doi: 10.1242/dev.127.4.851 10648243

[54] Teles-ReisJ, JainA, LiuD, KhezriR, MicheliS, GomezAA, et al. EyaHOST, a modular genetic system for investigation of intercellular and tumor-host interactions in *Drosophila melanogaster*. bioRxiv. 2024:2024.09.06.611647. doi: 10.1101/2024.09.06.611647 39314415 PMC11418954

[55] BilderD, PerrimonN. Localization of apical epithelial determinants by the basolateral PDZ protein Scribble. Nature. 2000;403(6770):676–80. doi: 10.1038/35001108 10688207

[56] WuM, Pastor-ParejaJC, XuT. Interaction between Ras(V12) and scribbled clones induces tumour growth and invasion. Nature. 2010;463(7280):545–8. doi: 10.1038/nature08702 20072127 PMC2835536

[57] Baena-LopezLA, ArthurtonL, BischoffM, VincentJ-P, AlexandreC, McGregorR. Novel initiator caspase reporters uncover previously unknown features of caspase-activating cells. Development. 2018;145(23):dev170811. doi: 10.1242/dev.170811 30413561 PMC6288387

[58] DostálováA, RommelaereS, PoidevinM, LemaitreB. Thioester-containing proteins regulate the Toll pathway and play a role in *Drosophila* defence against microbial pathogens and parasitoid wasps. BMC Biol. 2017;15(1):79. doi: 10.1186/s12915-017-0408-0 28874153 PMC5584532

[59] SchindelinJ, Arganda-CarrerasI, FriseE, KaynigV, LongairM, PietzschT, et al. Fiji: an open-source platform for biological-image analysis. Nat Methods. 2012;9(7):676–82. doi: 10.1038/nmeth.2019 22743772 PMC3855844

[60] BaumgartnerME, LangtonPF, LogeayR, MastrogiannopoulosA, Nilsson-TakeuchiA, KucinskiI, et al. The PECAn image and statistical analysis pipeline identifies minute cell competition genes and features. Nat Commun. 2023;14(1):2686. doi: 10.1038/s41467-023-38287-x 37164982 PMC10172353

# Supplementary material for: NF-κB signaling driven by oncogenic Ras contributes to tumorigenesis in a Drosophila carcinoma model
**Source:** PLoS Biol. 2025 Apr 28;23(4):e3002663. doi: 10.1371/journal.pbio.3002663
**Supplement:** S1 Table

Table 1. Select list of genes previously reported to have a role in *Drosophila* tumor models alongside Toll pathway components

FlyBase_ID	Symbol	RasV12,<br>Scrib-<br>GFP+	GMR<br>GFP+<br>Control	FC	Category	References
FBgn0035379	spz5	6,8	0,3	22,37932864	Immunity	
FBgn0000533	ea	20,8	2,2	9,598286464	Immunity	
FBgn0036690	llp8	692,7	99,8	6,942235648	Classic	[1]
FBgn0030964	Pvf1	31,6	5,5	5,729703098	Classic	[2]
FBgn0014141	cher	188,0	33,2	5,660521626	Classic	[3]
FBgn0001257	Impl2	1246,3	231,7	5,378162502	Classic	[4] [5]
FBgn0004583	ex	232,4	46,0	5,054412964	Classic	[6] [7]
FBgn0004009	wg	29,5	7,1	4,149265269	Classic	[8]
FBgn0031959	spz3	59,5	15,4	3,849215853	Immunity	
FBgn0005660	Ets21C	58,4	15,7	3,727326075	Classic	[9]
FBgn0014135	bnl	9,6	2,7	3,522002778	Classic	[10]
FBgn0030310	PGRP-SA	56,2	16,4	3,433538657	Immunity	
FBgn0040322	GNBP2	14,0	4,7	3,008103429	Immunity	
FBgn0043903	dome	51,8	19,1	2,711640253	Classic	[11]
FBgn0035023	itp	76,3	28,1	2,710168154	Classic	[12]
FBgn0035049	Mmp1	285,2	106,1	2,688957819	Classic	[13]
FBgn0041092	tai	37,1	14,4	2,578619411	Classic	[9]
FBgn0051217	modSP	30,6	12,0	2,547377186	Immunity	
FBgn0001078	ftz-f1	24,4	9,7	2,524185474	Classic	[14] [9]
FBgn0030904	upd2	14,8	7,5	1,990392043	Classic	[11]

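The 2 expression columns of this table hold FPKM of the tumor and control libraries, and the fold change is their quotient with nothing added to either value. All 20 genes have the FPKM of the deposited table. A quotient of this kind is least certain where the control library holds few fragments of a gene. The estimated fragments in the control were about 1 for *spz5*, 5 for *ea*, 10 for *GNBP2*, 16 for *Pvf1*, and 17 for both *bnl* and *PGRP-SA*, against 407 for *Mmp1* and 513 for *ex*.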

Select RNASeq read counts and fold change above ~2 between Ras^{V12}, scrib^{-/-} GFP+ tumor cells and control GmrGal4,UAS-GFP cells. Classic: Previously identified genes known to have a role in *Drosophila* tumour growth, invasion, or Tumour-Host interactions. Upregulated Toll pathway genes are indicated in grey.

References

- Colombani J, Andersen DS, Léopold P. Secreted peptide Dilp8 coordinates *Drosophila* tissue growth with developmental timing. *Science*. 2012;336(6081):582-5. doi: 10.1126/science.1216689. PubMed PMID: 22556251.
- Song W, Kir S, Hong S, Hu Y, Wang X, Binari R, et al. Tumor-Derived Ligands Trigger Tumor Growth and Host Wasting via Differential MEK Activation. *Dev Cell*. 2019;48(2):277-86.e6. Epub 20190110. doi: 10.1016/j.devcel.2018.12.003. PubMed PMID: 30639055; PubMed Central PMCID: PMC6368352.
- Kulshammer E, Uhlirova M. The actin cross-linker Filamin/Cheerio mediates tumor malignancy downstream of JNK signaling. *J Cell Sci*. 2013;126(Pt 4):927-38. Epub 20121213. doi: 10.1242/jcs.114462. PubMed PMID: 23239028.
- Kwon Y, Song W, Droujinine IA, Hu Y, Asara JM, Perrimon N. Systemic organ wasting induced by localized expression of the secreted insulin/IGF antagonist Impl2. *Dev Cell*. 2015;33(1):36-46. doi: 10.1016/j.devcel.2015.02.012. PubMed PMID: 25850671; PubMed Central PMCID: PMC4437243.
- Figuerola-Clarevega A, Bilder D. Malignant *Drosophila* tumors interrupt insulin signaling to induce cachexia-like wasting. *Dev Cell*. 2015;33(1):47-55. doi: 10.1016/j.devcel.2015.03.001. PubMed PMID: 25850672; PubMed Central PMCID: PMC4390765.
- Doggett K, Grusche FA, Richardson HE, Brumby AM. Loss of the *Drosophila* cell polarity regulator Scribbled promotes epithelial tissue overgrowth and cooperation with oncogenic Ras-Raf through impaired Hippo pathway signaling. *BMC developmental biology*. 2011;11:57. Epub 20110929. doi: 10.1186/1471-213x-11-57. PubMed PMID: 21955824; PubMed Central PMCID: PMC3206446.
- Sun G, Irvine KD. Regulation of Hippo signaling by Jun kinase signaling during compensatory cell proliferation and regeneration, and in neoplastic tumors. *Dev Biol*. 2011;350(1):139-51. Epub 20101209. doi: 10.1016/j.ydbio.2010.11.036. PubMed PMID: 21145886; PubMed Central PMCID: PMC3038240.
- Lee J, Ng KG, Dombek KM, Eom DS, Kwon YV. Tumors overcome the action of the wasting factor Impl2 by locally elevating Wnt/Wingless. *Proceedings of the National Academy of Sciences of the United States of America*. 2021;118(23). doi: 10.1073/pnas.2020120118. PubMed PMID: 34078667; PubMed Central PMCID: PMC8201939.
- Atkins M, Potier D, Romanelli L, Jacobs J, Mach J, Hamaratoglu F, et al. An Ectopic Network of Transcription Factors Regulated by Hippo Signaling Drives Growth and Invasion of a Malignant Tumor Model. *Curr Biol*. 2016;26(16):2101-13. Epub 20160728. doi: 10.1016/j.cub.2016.06.035. PubMed PMID: 27476594.

10. Newton H, Wang Y-F, Camplese L, Mokochinski JB, Kramer HB, Brown AEX, et al. Systemic muscle wasting and coordinated tumour response drive tumourigenesis. *Nature Communications*. 2020;11(1):4653. doi: 10.1038/s41467-020-18502-9.
11. Wu M, Pastor-Pareja JC, Xu T. Interaction between RasV12 and scribbled clones induces tumour growth and invasion. *Nature*. 2010;463(7280):545-8. doi: 10.1038/nature08702.
12. Xu W, Li G, Chen Y, Ye X, Song W. A novel antidiuretic hormone governs tumour-induced renal dysfunction. *Nature*. 2023;624(7991):425-32. doi: 10.1038/s41586-023-06833-8.
13. Uhlirova M, Bohmann D. JNK- and Fos-regulated Mmp1 expression cooperates with Ras to induce invasive tumors in *Drosophila*. *EMBO J*. 2006;25(22):5294-304. Epub 20061102. doi: 10.1038/sj.emboj.7601401. PubMed PMID: 17082773; PubMed Central PMCID: PMC1636619.
14. Kulshammer E, Mundorf J, Kilinc M, Frommolt P, Wagle P, Uhlirova M. Interplay among *Drosophila* transcription factors Ets21c, Fos and Ftz-F1 drives JNK-mediated tumor malignancy. *Dis Model Mech*. 2015;8(10):1279-93. Epub 20150806. doi: 10.1242/dmm.020719. PubMed PMID: 26398940; PubMed Central PMCID: PMC4610234.

How the deposited data were processed for this re-analysis (not part of the article)

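RNA was measured in 3 libraries from eye-antennal discs, 1 each of *Ras* V12*; scrib*-/- tumor GFP+ cells, GFP- cells of the tumor-bearing discs (TME) and *GMR>GFP* control GFP+ cells. The authors prepared TruSeq libraries, sequenced them on a MiSeq, mapped the reads with the Tuxedo suite to the genome release named in the methods, and deposited FPKM values for each gene. The version of the suite and the gene annotation are not given in the sources used here. The columns of the deposited table were matched to the samples by their headings, and all 3 columns were used. The headings give a date for the tumor and TME columns and none for the control, so a shared day of preparation for all 3 libraries is not established.

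With 1 library per condition there is no estimate of the spread between animals or preparations. No p-value, standard error or standard deviation was computed. Ratios of FPKM were taken for tumor over control, tumor over TME and TME over control. A gene passed the rule with FPKM above 5 in the higher library and a ratio of at least 2, where the floor comes from the name of a sheet in S2 Table and the ratio from the legend of S1 Table. The 2 thresholds, the gene lists, the rule for named genes and the alternatives were set before the data were examined. Values of the S1 Table genes and some rows of S2 Table had been seen by then. The copy of S2 Table used here holds the first 1999 rows of its sheet of FPKM values, and all 1999 carry the deposited values.

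The depth of each library was estimated from the steps of FPKM. One fragment of a transcript is worth an FPKM that falls with its length, so that genes with a single transcript and 1 fragment lie on a line. Lengths came from the Ensembl annotation of the BDGP6 assembly, which is not the release the authors mapped to. It was used for symbols, transcript lengths and gene types, and no coordinates were taken from it. Of 15603 genes, 14927 matched by identifier and 221 by symbol, 97.1% in all. The fit used transcripts between 400 and 4000 nt. The ratio of TME to control depth was 6.24 from the fit, and 6.25 from the most frequent ratio among 207 genes with low values in both libraries. Fragments per gene were computed from the shortest annotated transcript, which gives the lower estimate. Counting intervals are exact Clopper-Pearson intervals at 95% on the share of a gene's fragments in each library, and were given only where the shortest transcript is over 400 nt. Of the genes, 5504 were listed at 0 in the tumor, 4460 in the TME and 4638 in the control. *RpL15*, a ribosomal protein gene that every cell uses, is among the 3533 genes listed at 0 in all 3 libraries, so a value of 0 may be a failed estimate. No ratio of FPKM to 0 was taken, but zeros enter the list medians through FPKM + 1, and list members at 0 in the lower library count as higher or lower.

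For each of 36 gene lists, the median of log2 (FPKM + 1) differences was taken over members with a mean FPKM of at least 1. It was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression. Of these lists, 32 cover pathways, cell types and processes, and the other 4 hold the genes of S1 Table, in a pair of lists, and checks of genotype and sex. Named genes are those of S1 Table, those the paper names from the Toll, JNK and Chinmo sections, the genotype checks, the 10 protein-coding genes with the largest ratios in each direction of each comparison, and up to 4 members of each list, 206 genes in all.

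The steps were tested on simulated data. The depth fit recovered the depths of 3 simulated libraries to within 0.002%, over 7123 genes. For tumor against control, with 200 of 7060 genes changed, 100% of genes raised 4-fold and 94% of genes raised 2.5-fold passed the rule, as did 69 of 6860 unchanged genes. Counting intervals held the true ratio for 95.6% of those unchanged genes. Apart from the raised genes, these simulated libraries differed by counting error alone, with no spread between preparations or in cell make-up. The 69 calls and the 95.6% are therefore not error rates for the measured libraries. Of random lists of 12 genes, 4.5% fell outside the 2.5 to 97.5 percentiles, and 93% of lists shifted by 1 on the log2 scale lay at or above the latter, over 9523 genes. The rule of the depth fit that picks the number of fragments on the line was revised after it missed simulated depths, and the fitted depths of the measured libraries were the same before and after.

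The alternatives covered the ratio (1.5 and 3), the FPKM floor (none, 1 and 10), a pseudocount of 1 or 0.1 for ratios and of 0.1 or 5 for list medians, scaling by the median ratio, by the upper quartile or by the total without the 100 most abundant genes, genes at 0, and small RNA genes. List medians over members above 0 in both libraries, and without genes of S1 Table, were added after the values were seen. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.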

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

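The tests of hemocytes in this part, and the medians without genes at 0 or without genes of S1 Table, were chosen after the gene list results were seen. The text of the paper gives RNA levels for tumor and control cells and none for the GFP- cells of the TME, which S2 Table lists, and the results here are levels in that library above those of the control. In the TME, 454 genes were at least 2 times higher than in the control. Gene list medians above the central 95% of matched random lists were found for antimicrobial peptides (log2 ratio 1.01), heat shock genes (1.59), trachea (1.03), muscle (0.70), retinal determination (0.62), Hippo targets (0.61), the cell cycle (0.54), extracellular Toll components (0.29) and the IMD pathway (0.25). All of these lists but antimicrobial peptides and the IMD pathway were also above the random range in tumor over control. That median was 1.56 for heat shock, 0.92 for trachea, 1.10 for muscle and 0.71 for retinal determination. Between tumor and TME, heat shock (-0.03), trachea (-0.10) and retinal determination (0.08) differed little, so these lists set the control apart from both other libraries. In TME over control, none of 14 IMD genes and none of 21 cell cycle genes passed the 2-fold rule. The IMD median fell inside the central 95% with log2 of FPKM + 0.1 (0.26, percentile 97.3) and with no filter on mean FPKM (0.08), the extracellular Toll median with no filter (0.09) and without the genes of S1 Table (-0.09), the Hippo median without them (0.37) and the muscle median with a mean FPKM of at least 5 (0.49). *Gasp* of the trachea list was at 357 FPKM in the TME and 76.5 in the control (4.67-fold, 95% counting interval 4.02 to 5.44), and the retinal determination gene *toe* at 9.31 and 2.77 FPKM (3.37-fold, 1.84 to 6.83). In the tumor *Gasp* was at 294 FPKM. Of 6 trachea genes *Gasp*, *obst-A* and *pio* passed the rule and *trh* and *btl* did not, and of 5 measured muscle genes only *sls* did.

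Antimicrobial peptide genes, the classical targets of Toll and IMD signaling in immunity, had a higher median in the TME library than in either other library. Of 13 measured genes, 6 passed the 2-fold rule as higher in the TME than in the control and none as lower, and *IM2* and *IM3* passed 5 FPKM in the TME and were listed at 0 in the control. Between tumor and TME, 6 genes were lower in the tumor with values above 0 in both, and 7 (*CecA1*, *CecA2*, *Mtk*, *AttA*, *Dro*, *DptB* and *IM3*) were listed at 0 in the tumor, where a 0 need not be a low level. The median log2 ratio was -4.08 (percentile 0), and -4.13 over the 6 genes above 0 in both libraries. *CecB* was at 85.8 FPKM in the TME, 20.4 in the control and 2.18 in the tumor. The Cecropin genes resemble each other and reads may be shared between them.

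A candidate explanation is blood cells, which make such peptides, in the GFP- pool. Hemocyte genes had a median log2 ratio of -3.64 between tumor and TME, with *Hml* at 1.64 FPKM in the tumor and 68.2 in the TME and *He* at 3.15 and 131, and the median of the antimicrobial peptide genes was lower by 0.44 (difference -0.44, bootstrap interval over genes -1.28 to 1.13). Hemocytes in the TME library and lower peptide expression in tumor cells cannot be told apart there, since both groups of genes are low in the 1 tumor library. The control, labeled as GFP+ cells like the tumor, had hemocyte genes near the TME level (median log2 ratio of TME over control 0.15, *He* at 168 FPKM and *eater* at 43.0 in the control), and whether the control cells were sorted as the labels state is not settled. Between TME and control, the peptide median exceeded the hemocyte median by 0.87 (interval -0.09 to 1.5), which leaves open both a larger share of hemocytes in the TME library and a higher peptide level per cell. A response of the tissue around the tumor is the biological explanation the design gives, and it was not tested.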

How the results depend on the processing

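The counting interval and the settings that also require a higher level than in the TME, or combine a ratio of 3 with genes at 0, and list medians over members above 0 in both libraries or without genes of S1 Table, were chosen after seeing the data. Named genes past the 2-fold rule could not change sign under the alternatives run for them, so that none did decides nothing. An added constant keeps the sign of a log2 ratio, and the scalings run for these genes shift it by at most 0.17. Of the list medians outside the central 95% of random lists 1 changed sign, that of extracellular Toll genes in TME over control. It went from 0.29 to -0.0894 without the genes of S1 Table because those 6 genes were left out. In all, signs changed for 29 alternative list medians and 33 alternative ratios of named genes. Between tumor and TME, median ratio and upper quartile scaling gave -0.09 and -0.06 for extracellular Toll genes (0.06 unscaled). The median of the Toll receptors, tumor over control, went from -0.66 to 0.06 with a mean FPKM of at least 5. The reported counts were 948 and 1354 (higher and lower in tumor than control), 455 and 529 (tumor than TME) and 454 and 1159 (TME than control). With a ratio of at least 3, the counts were 349 (higher in tumor than control), 152 and 339 (higher and lower in tumor than TME), 112 and 714 (higher and lower in TME than control) and 8 of the 14 tumor genes of S1 Table. With a ratio of at least 1.5 they were 1856, 1411, 910, 1098 and 2064 for the same comparisons, S1 Table aside. With FPKM above 1, counts were 756 and 953 (tumor and TME), and 684 and 1904 (TME and control). With no floor they were 2081 (lower in tumor than control), 1015 and 1105, and 735 and 2160. Of the 948 genes higher in tumor than control, 284 were also at least 2 times higher than in the TME, or 316 with genes at 0 in the control. A ratio of at least 3 with those genes gave 388, and 356 without small RNA genes. The remaining 106 alternative counts lay within 1.5 times the reported ones. Where the counting interval had to lie past 1, they were 855, 1146, 408, 411, 392 and 1050, in the order tumor and control, tumor and TME, TME and control, each higher then lower. Genes without an interval are left out of these.

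Median ratio scaling shifts log2 ratios by 0.11 (tumor over control), 0.17 (tumor over TME) and -0.06 (TME over control), and upper quartile scaling by -0.01, 0.13 and -0.14. Between tumor and TME the share of higher genes among those past the rule was 46.2%, 32.4% with median ratio scaling and 34.8% with upper quartile scaling. Between TME and control it was 28.1%, and 38.6% with upper quartile scaling. Of 32 lists, 19 had a tumor to control median outside the central 95% of random lists (16 to 19 over the alternatives), 14 for tumor to TME (12 to 14) and 12 for TME to control (10 to 12). Of alternative list medians 32 more moved by over 1.5 times and 825 did not, and of alternative ratios of named genes 94 and 2230. The scalings shift every named gene by less than 1.5 times, so only the added constants could move those ratios that far. Depth limits the tumor and control libraries most, where genes near 5 FPKM rest on few fragments. No paired analysis was possible because each condition has 1 library, and no library could be left out in turn.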

Differences from the paper's values

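The paper reports 364 genes with elevated expression in *Ras* V12*; scrib*-/- tumors, the paper's value, and 948 genes were at least 2 times higher in the tumor than in the control at FPKM above 5. The text of the paper states no threshold for its count. A sheet of S2 Table is named for tumor values above 5, the floor used here. The legend of S1 Table, which selects genes from the same comparison, gives a fold change above about 2, the ratio used here, and it gives no FPKM floor. The count with a ratio of at least 3 was 349. Of the alternatives set before the data were examined, only this ratio gave a count within 1.5 times the paper's, and at it 7 of the 20 genes of S1 Table are dropped. The counts were 1856 with a ratio of at least 1.5, 835 with FPKM above 10, 1126 with FPKM above 1, 1160 with no floor, 876 and 974 for ratios of FPKM + 1 and FPKM + 0.1, 775, 953 and 807 under the median ratio, upper quartile and total scalings, 987 with genes at 0 in the control and 936 without small RNA genes.

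Further settings chosen after seeing the values also lie within 1.5 times the paper's 364. A ratio of at least 3 with genes at 0 in the control gave 388 genes, and 356 without small RNA genes, and each drops 7 of the 20 genes of S1 Table. A level at least 2 times that of both the control and the TME gave 284 genes, and 316 with genes at 0 in the control, and each drops 8 of the 20. The paper counts the tumor genes of S1 Table among its 364, and each of these settings drops some of those tumor genes. So does the ratio of at least 3 without genes at 0. None of these settings, taken alone, can therefore give the paper's list of genes. The rule with a ratio of at least 2 and FPKM above 5 also drops 1 of the 20, *upd2* at 1.99-fold. The rule the paper used stays unknown.

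The legend of S1 Table calls its expression values read counts. They equal the deposited FPKM for all 20 genes.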

Other observations

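In this part the test of counting error was set before its result was seen, and the tests of control cell position and of the share of males and the median without genes of S1 Table were chosen after. The patterns were picked after 32 gene lists had been examined in 3 comparisons. The TME library was lower than the control in neuronal and fat body genes. Of 16 genes of photoreceptors and neurons, 11 were lower in the TME (median log2 ratio -2.70, percentile 0), with *elav* 7.26 times and *pros* 20.2 times higher in the control, and of the 1354 genes lower in tumor than control, 779 were also at least 2 times lower in the TME. The 11 were mostly general neuronal genes, and *gl* of the same list was at least 2 times higher in the TME. Of 4 fat body genes 3 were lower in the TME (median -3.42, percentile 0), and *Lsp2* of these was listed at 0 there. Within the tumor-bearing discs, tumor cells had higher Ras-MAPK outputs than the TME (median 0.69, percentile 99.9), of which 1 of 11, *sprouty* (*sty*) at 109 and 44.4 FPKM, passed the 2-fold rule, and higher Hippo targets (1.10, percentile 100, and 0.82 at 99.9 without the genes of S1 Table) and glycolysis genes (0.60, percentile 99.9), with lactate dehydrogenase (*ImpL3*) 6.05-fold higher (95% counting interval 5.31 to 6.91). Against the control, the median of the Ras-MAPK outputs lay inside the random range (0.11, percentile 63.3), with 4 of 11 higher and 1 lower. Of 15 heat shock genes none differed by 2-fold or more between tumor and TME (median -0.03, percentile 45.7).

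The paper reports Dorsal, Cactus and Chinmo as protein and mainly in *Ras* V12*; scrib* IR tumors, with Cactus enriched in cells high in the Dorsal isoform DlA. Aberrant DlA protein is also reported in *Ras* V12*; scrib*-/- tumors (S1A Fig), the genotype sequenced. For Snail and Twist it reports smaller tumors after knock-down (S5 Fig) and no expression levels. After knock-down of Twist it also reports a lower score of invasion into the ventral nerve cord at late stages (S5B Fig). RNA of a whole pool of cells is not the same measure. In RNA, *dl* was at 65.5 FPKM in the tumor, 63.4 in the TME and 45.3 in the control (1.44-fold over control, 1.20 to 1.74), *cact* at 59.8, 92.0 and 96.6, *Dif* at 25.2, 32.7 and 23.3, and *chinmo* at 34.9, 30.4 and 37.9. *sna* was at 1.79 FPKM in the tumor, 3.34 in the TME and 36.6 in the control, and *twi* at 1.26, 13.1 and 10.0. Of 6 mesoderm and EMT factors 5 were lower in tumor than control (median -3.32, percentile 0.03). Gene-level FPKM cannot separate the Dorsal isoforms. The NF-kB gene *Rel* was at 69.1 FPKM in the tumor, 186 in the TME and 167 in the control, and of 14 genes of the IMD pathway 4 were lower in tumor than TME and none was higher (median -0.43, percentile 0.84). Hemocyte genes were low in the tumor library beside these groups, as given above for the antimicrobial peptides. In the TME library they were near the control level (median log2 ratio 0.15). There *sna* and *wor* were still at least 2-fold lower than in the control, so their low levels do not follow the hemocyte genes. The factors at least 2-fold lower in tumor than TME were *twi*, *zfh1* and *htl*.

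Of the 948 genes higher in tumor than control, 917 had a counting interval. With the interval widened for the 7985 genes compared, 60.4% of them (554 genes) stayed above a ratio of 1. Counting error in the shallow libraries therefore cannot account for the whole set, and it stays open for the rest. If the control cells were sorted as the labels state, they lie behind the furrow. Their position could then add genes of undifferentiated cells to the difference. The control library also held RNA of hemocyte and fat body genes (*He* at 168 and *Fbp1* at 19.0 FPKM). Of 9 glia genes, 5 were lower and 1 was higher in tumor than control, and 4 were lower and none higher in TME than control. The glia gene *alrm* was at 21.8 FPKM in the control, 1.72 in the tumor and 1.58 in the TME. The make-up of the control library is therefore not settled. Of the 948 genes 93.5% were higher in tumor than TME at all and 30.0% by 2-fold or more. The genes were picked for high values in the same tumor library, which raises both shares, so position and tumor genotype cannot be told apart for these genes.

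The male-specific RNAs *roX1* and *roX2* were lower in both libraries from tumor-bearing discs, with *roX1* at 158 FPKM in the tumor, 175 in the TME and 525 in the control and *roX2* at 46.1, 88.6 and 192. A lower share of males among the tumor-bearing larvae could lower both, and the genotype label of those larvae is written with a pair of X chromosomes. In the tumor *roX2* was at 0.52 of its TME level (counting interval 0.35 to 0.75) and *roX1* at 0.90 (0.84 to 0.97). These intervals hold no spread between preparations, so the difference between tumor and TME decides nothing about the share of males, which stays open, and no biological explanation was tested.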
